# Cultured Myoblasts Derived from Rat Soleus Muscle Show Altered Regulation of Proliferation and Myogenesis during the Course of Mechanical Unloading

**DOI:** 10.3390/ijms23169150

**Published:** 2022-08-15

**Authors:** Margarita Y. Komarova, Sergey V. Rozhkov, Oksana A. Ivanova, Olga V. Turtikova, Timur M. Mirzoev, Renata I. Dmitrieva, Boris S. Shenkman, Natalia A. Vilchinskaya

**Keywords:** soleus muscle, mechanical unloading, myoblast, MRF, proliferation, differentiation, myogenesis, transcriptome analysis

## Abstract

The structure and function of soleus muscle fibers undergo substantial remodeling under real or simulated microgravity conditions. However, unloading-induced changes in the functional activity of skeletal muscle primary myoblasts remain poorly studied. The purpose of our study was to investigate how short-term and long-term mechanical unloading would affect cultured myoblasts derived from rat soleus muscle. Mechanical unloading was simulated by rat hindlimb suspension model (HS). Myoblasts were purified from rat soleus at basal conditions and after 1, 3, 7, and 14 days of HS. Myoblasts were expanded in vitro, and the myogenic nature was confirmed by their ability to differentiate as well as by immunostaining/mRNA expression of myogenic markers. The proliferation activity at different time points after HS was analyzed, and transcriptome analysis was performed. We have shown that soleus-derived myoblasts differently respond to an early and later stage of HS. At the early stage of HS, the proliferative activity of myoblasts was slightly decreased, and processes related to myogenesis activation were downregulated. At the later stage of HS, we observed a decrease in myoblast proliferative potential and spontaneous upregulation of the pro-myogenic program.

## 1. Introduction

Skeletal muscle is a highly plastic tissue that has a unique ability to regenerate following injury. Skeletal muscle regeneration is possible due to a special type of small mononuclear cells called satellite cells (SCs), which are located at the periphery of adult skeletal muscle fibers (between the plasma membrane of a muscle fiber and the surrounding basal lamina) [1]. In undamaged muscle under normal conditions, SCs are quiescent, they neither proliferate nor differentiate. In response to injury/mechanical strain, SCs become activated; they proliferate, differentiate and then fuse to damaged myofibers or to each other to form new myofibers [2]. At the same time, following activation, proliferation and early stage of differentiation, a small part of SCs exits the cell cycle and becomes quiescent; this mechanism maintains the stability of the pool of SCs that supports skeletal muscle regenerative potential over the lifetime.

Under conditions of skeletal muscle degeneration (muscle dystrophy/atrophy), there is a decline in muscle regenerative capacity due to a decrease in functional properties of muscle SCs [2,3,4]. For example, in Duchenne muscular dystrophy (DMD), muscle fiber degenerative processes are associated with continuous SCs activation not resulting in complete muscle recovery, which was estimated based on the heterogeneity in fiber diameter and an increased percentage of fibers with centralized nuclei [5,6,7]. Also, a spontaneous reactivation of developmental programs in adult skeletal muscle was detected in regenerating muscles after injury or under pathological conditions such as muscular dystrophy, different types of myopathies or muscle wasting induced by metabolic disorders [8,9]. Therefore, the pathological alterations in the functional properties of SCs in atrophying muscle are relatively well described for skeletal muscle myopathies of different genesis [2,9,10,11,12], but not for muscle atrophy caused by mechanical unloading/simulated microgravity.

Under real or simulated microgravity, the structure and function of postural muscle fibers (such as soleus muscle) undergo substantial remodeling. Postural muscle dysfunction occurs during the first hours of gravitational unloading [13,14], leading to changes in signaling pathways that control protein synthesis and breakdown, expression of contractile and regulatory proteins, and energy metabolism [15,16].

To date, there is only scarce data on the effects of gravitational unloading on the functional activity of muscle SCs. It has been demonstrated that gravitational unloading for 7 and 14 days leads to a decrease in the total number of SCs in rat soleus muscle [17,18,19] and murine soleus, gastrocnemius and plantaris muscles [20].

Also, it has been shown that 14-day hindlimb unloading can significantly attenuate proliferation and differentiation of SCs in murine soleus muscle following injury [18,21]. On the other hand, an exposure of mice to 30-day microgravity conditions (BION-M1 spaceflight) does not appear to affect regenerative capacity and SC differentiation in quadriceps muscle [22]. Moreover, 7-day hindlimb unloading results in the activation of SC proliferation (as assessed by bromodeoxyuridine (BrdU) labeling) in mouse gastrocnemius muscle [23]. It has also been demonstrated that hindlimb immobilization for 7 days results in the activation of muscle SCs with a concomitant decrease in total number of SCs [24].

Although a number of reports have described an impact of real or simulated microgravity on the number of muscle SC, unloading-induced changes in the functional activity of skeletal muscle SCs remain poorly studied. The purpose of our study was to investigate how both short-term (1–3 days) and long-term (7–14 days) mechanical unloading would affect cultured myoblasts derived from rat soleus muscle. To this end, proliferative activity and expression of genes regulating differentiation and fusion were analyzed in soleus-derived myoblasts expanded in vitro. It is important to note that our study was exclusively focused on the initial stage of development of the soleus-derived myoblasts (24 h after purification/pre-plating).

## 2. Results

### 2.1. Soleus Muscle Weight and Myogenic Differentiation of Myoblasts

In this study, using a hindlimb suspension (HS) model [25], we have analyzed how mechanical unloading influences functional properties of soleus muscle-derived cultured myoblasts. The hindlimb suspension lasted for 1, 3, 7, and 14 days. A significant decrease in rat soleus weight after 3, 7, and 14 days of HS confirmed the development of muscle atrophy (Figure 1a).

Primary myoblasts were derived from rat soleus muscle as described in previous works [9], then expanded in vitro for 24 h after purification (pre-plating). All measurements presented in the current study were performed at this early time-point of myoblast cultivation, i.e., 24 h following purification. However, in order to confirm the myogenic nature of the cultured cells, stimulation of cell differentiation was performed (Figure 1b). On the 5th day of differentiation, we observed that myoblasts derived from soleus muscle following unloading formed myotubes with normal striated structure. This clearly confirmed that during myoblast isolation and in vitro expansion the myogenic nature of the cells was well-preserved (representative microphotographs are shown in Figure 1b).

### 2.2. The Proliferation Activity and Myogenic Commitment of Myoblasts Isolated from Rat Soleus after Mechanical Unloading

In order to determine myoblast proliferation activity, cells derived from the Control, HS1 and HS7 muscles were cultured with EdU, and the percentage of EdU-positive proliferating cells was estimated after overnight treatment (Figure 2a,c). We have shown that EdU incorporation was substantially lower in cultures derived from the HS7 muscle than in cultures derived from the Control and HS1 muscles, indicating the decreased proliferation activity: while in the control cultures almost 60% of myoblasts were in proliferative phase, in the HS1 cultures proliferating fraction decreased to 50%, and in the HS7 cultures only 20% of EdU^+^ proliferating cells were detected (Figure 2c). In short, myoblasts isolated from atrophying muscle showed substantially decreased proliferation rate, and this effect correlated with the duration of mechanical unloading.

As a rule, stem cell proliferation rate decreases as cells enter a differentiation stage, and altered coordination in the regulation of proliferation/differentiation balance can serve as one of the markers of skeletal muscle wasting [10,12]. Therefore, we have tested if spontaneous myogenic commitment was activated in the HS1 and HS7 myoblast cultures.

PAX7 is a marker of SCs in skeletal muscle, and we have detected *Pax7* expression in all myoblast cultures (Figure 3b and Figure S1), but the fraction of PAX7^+^ cells differed between the cultures: in the control and HS1 cultures we detected about 90% of PAX7^+^ cells, while in the HS7 cultures only 70% of myoblasts expressed PAX7 (Figure 2b,d). At the same time, using immunostaining, in all the cultures we detected the expression of myogenic marker MYOD, the expression of which increases when myoblasts are committed to differentiate [26] (Figure 2b,d). The calculation of MYOD^+^ fraction in all the cultures revealed the dynamics opposite to one for PAX7^+^ cells: in the HS1 cultures we detected a significant decrease in MYOD^+^ cells, while in the HS7 cultures this fraction significantly increased compared to the control values (Figure 2d). To summarize, the analysis of PAX7^+^ and MYOD^+^ cellular subpopulations showed that the PAX7^+^/MYOD^+^ composition differs between the Control/HS1/HS7 cultures. While in the HS1 samples the fraction of PAX7^+^ cells were substantially greater than the fraction of MYOD^+^ cells; in the HS7 samples the fraction of PAX7^+^ cells dropped down significantly and the fraction of MYOD^+^ cells increased up to 90%, indicative of an increase in subpopulation of myoblasts committed to differentiate between day 1 and day *7* of HS (Figure 2d). The immunostaining for another myogenic transcription factor, MYOG, that controls early steps of differentiation including myoblasts fusion [26], also confirmed its expression in all the cultures. Both immunostaining and qRT-PCR analysis showed an increased expression of slow-type myosin in the HS7 cultures but not in the control and HS1 samples (Figure 3a).

RT-PCR analysis revealed that mRNA expression levels of *Pax7* did not differ between the studied cultures (Figure 3b), while mRNA expression levels of both *MyoD* and *MyoG* significantly increased in the HS1 cultures (1.6-fold and 4-fold, respectively) and the HS7 cultures (3.5-fold and 4.5-fold, respectively) compared to the control cultures (Figure 3c,d). In the 7HS cultures, mRNA expression levels of *Myh1*, *Myh7* and *Myh3* were significantly upregulated by 2.2-fold, 6-fold and 6.9-fold, respectively (Figure 3e–g). Expression levels of the fusion markers, *Mymk* and *Mymx*, slightly increased in the HS1 cultures (3.7-fold and 2.6-fold, respectively) and greatly increased in the HS7 cultures (27.6-fold and 40-fold, respectively) compared to the control myoblasts (Figure 3i,j). *Mrf4* and *Myf5* expression levels were upregulated in the HS1 cultures (1.5-fold and 2.2-fold, respectively) as well as in the HS7 cultures (1.8-fold and 3.5-fold, respectively) compared to the control cultures (Figure 3k,l). Together, these data show that myoblasts (cultured for 24 h after purification) derived from unloaded/disused soleus muscles demonstrate spontaneous activation of differentiation and fusion markers.

### 2.3. Transcriptome Analysis Reveals Two Phases in Soleus-Derived Myoblasts’ Response to Mechanical Unloading

In order to reveal more details regarding myoblasts’ response to skeletal muscle mechanical unloading, we added two more time-points for consideration, day 3 (HS3) and day 14 (HS14). The HS3 time point was added in order to test how rapidly a strong level of activation of the myogenic commitment was achieved after the onset of HS. The HS14 point was added to find out if myoblast activation was transitory or remained stable for a longer period of time.

To elucidate molecular pathways behind differences between myoblasts isolated from unloaded soleus muscles at different time points, we performed transcriptome sequencing, and co-regulated genes were analyzed using k-means clustering. 

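RNA was sequenced from soleus-derived myoblast cultures of control rats and of rats kept in HS for 1, 3, 7 or 14 days, in which the hindlimbs are lifted from the floor so that the soleus muscle bears no weight. Each of the 5 groups had 2 libraries. The authors mapped the reads to the rat genome mRatBN7.2 with STAR, counted them per gene with featureCounts and deposited the raw counts of 32622 Ensembl genes. The total count was 25142964 and 26233681 in the control libraries, 23931121 and 22304805 in the HS1 libraries, 20200972 and 26007203 in the HS3 libraries, 25414444 and 25959230 in the HS7 libraries, and 28175200 and 23195342 in the HS14 libraries. Between 15602 and 15960 genes per library had at least 1 count. The smallest level taken as detectable, 3 counts, corresponded to between 0.106 and 0.149 CPM, the count scaled to the library total. Among counts from 1 to 20, at least 69.4% were even numbers in each library. From the counts, CPM values and log2 fold changes were computed with TMM normalization in edgeR, whose factors lay between 0.967 and 1.03. The biological coefficient of variation between the 2 libraries of a group was 4.33% in Control, 6.31% in HS1, 8.97% in HS3, 8.66% in HS7 and 5.50% in HS14. The paper's text does not state whether the 2 libraries of a group came from different animals. Gene symbols were taken from Table S1, which lists 817 of the Ensembl identifiers and gives 770 of them a symbol. A gene that the paper did not call at any time point therefore has no symbol here, and gene set enrichment was not analysed here.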

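Expression as log2 CPM, standardized for each gene over the 10 libraries, was grouped by k-means with 50 random starts over the 13684 genes that passed edgeR's expression filter. With 4 clusters, 3695 genes fell into the cluster whose mean was highest in HS1, 3209 into that highest in HS3, 3438 into that highest in HS7 and 3342 into that highest in HS14. The number of clusters was the choice that moved these sizes most. With 5 clusters, 6027 genes fell into clusters highest in HS7, and with 3 clusters, 0 genes fell into a cluster highest in HS14.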

Four major clusters were identified, based on patterns of expression at different time-points after HS. Each cluster was characterized by upregulation in the specific sample (Figure 4a). 

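The cluster highest in HS1 had a mean standardized expression of 0.901 in HS1, 0.379 in Control, 0.005 in HS14, -0.405 in HS3 and -0.881 in HS7. The cluster highest in HS3 stood at 1.09 in HS3 and 0.404 in Control, and the cluster highest in HS7 at 1.08 in HS7 and 0.168 in HS3. The cluster highest in HS14 stood at 0.816 in HS14 and 0.381 in HS7. On the same scale, the 2 libraries of a group differed by 0.599 to 0.690 on average over the genes of a cluster. The group that gave a cluster its peak was also the highest group for 64.9% of the single genes in the HS1 cluster, 78.5% in the HS3 cluster, 74.1% in the HS7 cluster and 55.9% in the HS14 cluster. Both libraries of that group lay above the 8 other libraries for 35.1%, 51.4%, 45.1% and 30.1% of these genes, respectively. Since clustering selects genes for being high in that group, these shares describe the clusters and are no test.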

Within these clusters, pathways associated with myogenesis were identified in cluster 1: genes in this cluster were upregulated in the HS7 samples.

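A list of 80 myogenic differentiation genes was written before the counts were examined, and Table S1 gives a symbol to 44 of them, so that these 44 are genes the paper called at 1 or more time points. Of these 44 genes, 43 fell into the cluster highest in HS7 and 1 into the cluster highest in HS3. Of the 86 genes of Table 2, 81 fell into the HS7 cluster and 5 into the HS14 cluster. The paper chose these 86 genes for their rise in HS7 in the same libraries, so their place is no test. Pathway annotation of whole clusters was not analysed here.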

Gene Set Enrichment Analysis (GSEA) enrichment plots of the hallmark myogenesis pathways over ranked genes between the control cells and the HS1/HS3/HS7/HS14 cultures are shown in Figure 4b. 

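In the HS1 cultures, 39 of the 44 named myogenic differentiation genes were lower than in Control and 5 were higher, with a median log2 fold change of -0.60. The change passed an adjusted p of 0.01 for 29 genes over the 13013 genes tested. It did so for 30 genes when the adjustment covered the list alone. Of the 29 genes, 0 changed by more than 1.5 log2 units. Among 10000 random lists of as many genes with a symbol, matched on mean expression, the median of this list stood at percentile 96.3 in HS1, so it fell less than most lists of genes that the paper called. *Myog* (ENSRNOG00000030743) had 111 ± 6.49 CPM (SD, n = 2) in HS1 and 239 ± 7.11 CPM (SD, n = 2) in Control, a log2 fold change of -1.10 (standard error 0.06, adjusted p = 1.46e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mymk* changed by -0.60 (standard error 0.07, edgeR adjusted p = 1.64e-06) and *Mymx* by -1.04 (standard error 0.20, edgeR adjusted p = 0.000397). With each library left out in turn, the change of *Myog* stayed between -1.15 and -1.04. In a fit of all 10 libraries together, the adjusted p of *Mymk* in edgeR was 0.10, and the gene no longer passed. *MyoD* was not analysed here.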

Interestingly, in spite of increased expression of the specific myogenic factors, such as *MyoG*, *MyoD*, *Mymk* and *Mymx*, in the HS1 cultures (Figure 3), the GSEA enrichment plot shows a significant downregulation of global myogenesis pathway in the HS1 cultures (Figure 4b), which is in a good agreement with a decrease in MYOD^+^ cellular subpopulation in the HS1 cultures (Figure 2d). A significant upregulation of global myogenesis pathways was shown in the HS3 cells with further upregulation in the HS7 cultures (Figure 4b). However, in the HS14 cultures the GSEA enrichment plot showed a significant downregulation of myogenesis. 

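In the HS3 cultures all 44 named myogenic differentiation genes were higher than in Control, with a median log2 fold change of 1.31, and 42 of them passed the adjusted p of 0.01 (44 when adjusted over the list alone). In the HS7 cultures all 44 were higher again, with a median of 2.12, and 12 passed. Among the random lists of genes with a symbol, the list stood at percentile 100 at both time points. The HS7 libraries differed from each other over these genes. All 44 were higher in replicate 1, by a median of 0.83 on the log2 scale, while the median difference between replicates lay between -0.06 and 0.08 in the other groups. *Myog* reached 406 ± 26.1 CPM (SD, n = 2) in HS3, a log2 fold change of 0.77 (standard error 0.07, adjusted p = 4.39e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 776 ± 149.8 CPM (SD, n = 2) in HS7, a log2 fold change of 1.71 (standard error 0.16, edgeR adjusted p = 0.00234). *Mymk* rose by 1.82 in HS7 (standard error 0.29, adjusted p = 0.0389 in edgeR) and did not pass in this fit, but passed with DESeq2 (adjusted p = 1.32e-08) and in edgeR with all 10 libraries in one fit (adjusted p = 0.000431). *Myh3* rose by 1.65 in HS3 (adjusted p = 8.67e-09 in edgeR), though it did not pass with all 10 libraries in one edgeR fit (adjusted p = 0.0122). It rose by 2.27 in HS7 (adjusted p = 0.0537 in edgeR). There it passed with DESeq2 (adjusted p = 4.92e-07) and with all 10 libraries fitted together in edgeR (adjusted p = 0.00183). In some other fit tried here, *Mymk* did not pass in HS7, and the same held for *Myh3*.

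**Figure D1:**
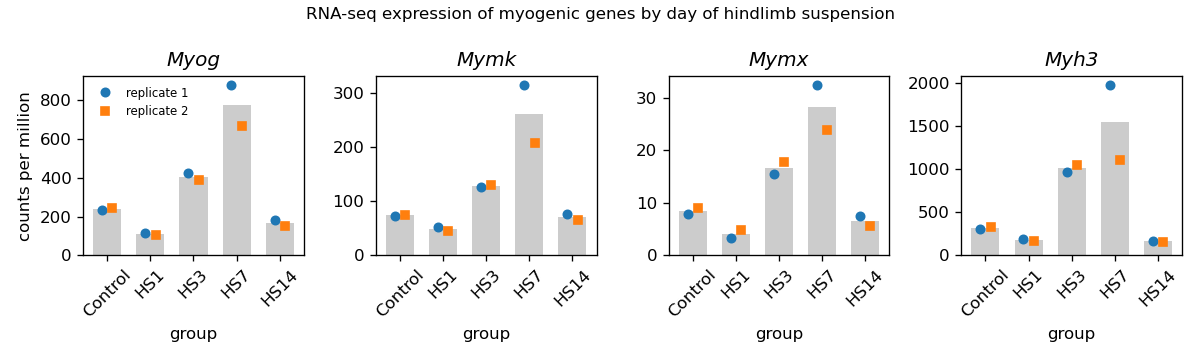
CPM of *Myog*, *Mymk*, *Mymx* and *Myh3* in Control, HS1, HS3, HS7 and HS14, on linear axes that start at 0. Points are the 2 replicates of each group and bars their mean; mean *Myog* goes from 406 CPM in HS3 to 776 CPM in HS7, where replicate 1 lies above replicate 2 for each of these genes.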

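In the HS14 cultures, 40 of the 44 named myogenic differentiation genes were lower than in Control, with a median log2 fold change of -0.52. The change passed an adjusted p of 0.01 for 27 genes (28 when adjusted over the list alone). Of the 27 genes, 0 changed by more than 1.5 log2 units. The list stood at percentile 96.7 of the random lists of genes with a symbol, and so fell less than most of them. *Myog* had 168 ± 20.3 CPM (SD, n = 2), a log2 fold change of -0.51 (standard error 0.06, adjusted p = 4.93e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Myh3* had 166 ± 8.96 CPM (SD, n = 2), a log2 fold change of -0.97 (standard error 0.05, edgeR adjusted p = 2.34e-18). With all 10 libraries in one fit neither passed, with adjusted p of 0.0122 for *Myog* and 0.0516 for *Myh3* in edgeR. *Mymk* could not be told apart from Control (log2 fold change -0.07, standard error 0.07, adjusted p = 0.468 in edgeR).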

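Compared directly, 41 of the 44 named myogenic differentiation genes were higher in HS7 than in HS3, with a median log2 fold change of 0.81. The difference passed an adjusted p of 0.01 for 7 of them, both over all genes tested and over the list alone. Of these 7 genes, 0 reached the log2 fold change of a DEG. *Myog* was higher by 0.91 (standard error 0.12, adjusted p = 0.000189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.70 and 1.1 with each library left out in turn. *Mymx* was higher by 0.74 (standard error 0.15, edgeR adjusted p = 0.00218). The difference in *Mymk*, 1.01, did not pass (standard error 0.21, edgeR adjusted p = 0.0232). It passed with DESeq2 (adjusted p = 0.00393), but not in every other fit tried.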

Together, these data show that the HS3 myoblast cultures were clearly activated for myogenic differentiation, and this activation increased further in the HS7 cultures. It seems, however, that this activation is not a continuous response to unloading, but just an acute reaction to the external signal that disappears by the 14th day of HS. 

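Between HS7 and HS14 all 44 named myogenic differentiation genes fell, with a median log2 fold change of -2.63. The fall passed an adjusted p of 0.01 for 11 genes, of which 10 were DEGs. *Myog* changed by -2.20 (standard error 0.20, adjusted p = 0.00576 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Mymx* by -2.08 (standard error 0.18, edgeR adjusted p = 6.45e-06). *Mymk* changed by -1.87 (standard error 0.31, edgeR adjusted p = 0.0502) and did not pass in this fit. The gene passed with DESeq2 (adjusted p = 5.81e-08), but not in every other fit tried. With each library left out in turn its change stayed between -2.14 and -1.54. From the rise of the myogenesis pathway in HS3 and HS7 and its fall in HS14, the paper proposes that activation is an acute reaction that does not last.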

The results of qPCR analysis of the genes that regulate different steps of myogenesis are given in Supplementary Figure S1.

We further determined the differentially expressed genes (DEGs) between the various HS myoblast cultures and the control samples: HS1 vs. Control, HS3 vs. Control, HS7 vs. Control and HS14 vs. Control (Figure 5a). 

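Each comparison with Control was fitted on its own 4 libraries, and a DEG had an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 1.5 in either direction. In HS1, 12 genes were upregulated and 284 downregulated among the 13013 tested. In HS3, 102 were upregulated and 46 downregulated among 13133. In HS7, 257 were upregulated and 215 downregulated among 13164, and in HS14, 69 were upregulated and 265 downregulated among 13160. The threshold on the fold change moved the counts most: with a log2 fold change beyond 1, 37 genes were upregulated in HS1. The 2 libraries of every group carry the replicate numbers 1 and 2, so each comparison was also fitted with the replicate number as a block. This replicate block gave 11 upregulated and 242 downregulated genes in HS1, 111 and 53 in HS3, 294 and 226 in HS7, and 60 and 254 in HS14. The deviations of same-numbered libraries from their group means correlated across genes by -0.0165 to 0.0434 over all pairs of groups.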

We found that in the HS1 and HS14 cultures most of the DEGs were downregulated, while in the HS3 and HS7 cultures the substantial fractions of both up- and downregulated DEGs were detected.

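Downregulated genes made up 95.9% of the DEGs in HS1 and 79.3% in HS14, and upregulated genes 68.9% in HS3 and 54.4% in HS7. Among DEGs with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups, the largest changes were as follows. In HS1, *Il1rn* fell from 39.9 ± 0.402 to 2.21 ± 0.121 CPM (SD, n = 2 per group), a log2 fold change of -4.17 (standard error 0.13, adjusted p = 2.77e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by *Tspan11* (-3.91) and *Thbs4* (-3.66). No upregulated DEG in HS1 met these conditions. With each library left out in turn, the change of *Tspan11* in HS1 ranged from -4.65 to -3.45, so its rank is not settled. In HS3, *Gja5* rose by 3.12 (standard error 0.13, edgeR adjusted p = 1.09e-08), *Dpt* by 2.13 and *Fbn2* by 2.11, while *RGD1562420* changed by -3.99 (standard error 0.24, edgeR adjusted p = 1.45e-07), *Cxcl3* by -2.53 and *LOC100360791* by -2.11. In HS7, *Mttp* rose by 2.63 (standard error 0.34, edgeR adjusted p = 0.00143), *Erbb3* by 2.47 and *Klk1* by 2.39. With each library left out in turn these ranged from 2.15 to 2.99, 2.18 to 2.71 and 2.03 to 2.69, so their order is not settled. The muscle genes *Myh7* (3.08, edgeR adjusted p = 0.0435) and *Trim72* (2.74, edgeR adjusted p = 0.0528) rose more. They were no DEGs in this fit but were with DESeq2. *Klk1* belongs to a family of similar genes, so its count is uncertain where the counting could split reads between them. *RGD1562420* (-5.15, standard error 0.23, edgeR adjusted p = 1.55e-10), *Grem1* (-4.00) and *Aqp1* (-3.58) fell most in HS7. In HS14, *Atp2a3* (1.99) alone was upregulated under these conditions, and *RGD1562420* (-4.72), *Ramp3* (-4.39) and *Grem1* (-4.24) fell most. With each library left out in turn, the change of *Ramp3* ranged from -5.92 to -3.76, so its order against *Grem1* is not settled.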

To identify the biological functions associated with the DEGs at different time points GO Enrichment Analysis was performed. 

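Across the 13684 genes expressed in these libraries, the log2 fold changes against Control in HS3 and HS7 had a Spearman correlation of 0.195, those in HS3 and HS1 of -0.282, and those in HS1 and HS7 of 0.0992. Genes are not independent replicates, so no p-value is given; with single libraries in place of group means the correlations had an SD of 0.0792, 0.0425 and 0.0286. Comparisons with the same control libraries share the error of those libraries. When each group was set against a different control replicate, the correlations were 0.0997 for HS3 and HS7, -0.369 for HS3 and HS1, and 0.0111 for HS1 and HS7. Among DEGs, HS3 and HS7 shared 24 upregulated and 12 downregulated genes and moved 8 genes in opposite directions. HS3 and HS1 shared 1 upregulated and 1 downregulated gene and moved 31 in opposite directions. HS1 and HS7 shared 64 downregulated and 1 upregulated gene and moved 16 in opposite directions.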

We observed that the effect of 1- and 7-day HS on soleus-derived cultured myoblasts substantially differed, while the HS3 cells showed more similarities with the HS7 cells but not with the HS1 cells. All pathways associated with the DEGs are summarized in Supplementary Table S1. In addition, selected results related to signaling pathways involved in the regulation of muscle regeneration and myoblast differentiation are shown in Table 1, Table 2 and Table 3 and in Figure 5b,c.

As expected, and based on the results shown in Figure 4, a substantial proportion of upregulated genes in the HS3 and HS7 samples was found to belong to the pathways that regulate different brunches of skeletal muscle differentiation and function, while in the HS1 and HS14 samples pathways regulating muscle differentiation were downregulated (Figure 5a–e). 

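The muscle terms of Figure 5 list genes that the paper had called, so what follows describes those genes and tests no enrichment. In HS3, 10 of the 11 genes of striated muscle tissue development were DEGs here (median log2 fold change 1.70), as were 11 of 13 of muscle system process, 10 of 12 of muscle contraction and 10 of 11 of muscle cell differentiation. In HS7, 23 of the 42 genes of striated muscle tissue development were DEGs (median 2.07), compared with 42 under DESeq2 and 27 with the replicate block. In HS1, all 23 genes of striated muscle tissue development and all 24 of muscle tissue development were downregulated, with medians of -1.84 and -1.83. All 18 genes of muscle cell differentiation were downregulated as well (median -1.75). In HS14, the 15 genes of striated muscle tissue development (median -1.96), 16 of muscle tissue development (-1.98), 11 of stem cell differentiation (-2.60) and 6 of smooth muscle cell differentiation (-2.07) were all downregulated.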

Importantly, we can see here that in the HS7 cultures more upregulated DEGs belong to the pathways that regulate myogenesis compared to the HS3 cultures, and pathways upregulated in the HS7 cultures are associated with more advanced steps of myogenesis such as myofibril assembly and myotube differentiation (Figure 5c,d), indicating a strong level of activation of myoblast commitment. 

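In HS7, 16 of the 33 genes of striated muscle cell differentiation, 15 of the 24 of skeletal muscle tissue development and 20 of the 37 of muscle cell differentiation were DEGs in edgeR, and 5 of the 12 of myotube differentiation and 6 of the 18 of myofibril assembly. With DESeq2, or with all 10 libraries in one edgeR fit, every gene of these terms was a DEG. The median log2 fold change was 2.11 for myotube differentiation and 2.14 for myofibril assembly. All genes of both terms were above Control in HS3 as well, by medians of 1.08 and 1.23. Compared directly, HS7 was above HS3 by a median of 0.94 for myotube differentiation and 0.89 for myofibril assembly. In that comparison 0 genes of either term were DEGs. Both terms hold genes that the paper called in HS7, which favours HS7. The terms listed for HS3 favour HS3 in turn. Their medians were -0.052 (striated muscle tissue development), 0.081 (muscle contraction), 0.173 (muscle cell differentiation) and 0.213 (muscle system process). The size of the difference thus depends on which genes are listed. *Trim72* shows the spread behind the DEG calls in HS7. It rose from 6.13 ± 0.401 to 40.7 ± 19.0 CPM (SD, n = 2 per group). That is a log2 fold change of 2.74 (standard error 0.53, adjusted p = 0.0528 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed with DESeq2 (adjusted p = 3.73e-07), but not in every other fit tried. From the number of these DEGs and from the terms they belong to, the paper reasons that commitment was strongly activated in the HS7 cultures.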

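The term muscle cell proliferation lists 11 genes of the HS1 comparison, and all 11 were downregulated DEGs here, with log2 fold changes from -2.55 to -1.54 and a median of -2.10. With DESeq2, 10 of the 11 were DEGs, and with the replicate block 9. Table S2 also places 9 of the 11 genes in smooth muscle cell proliferation. In HS3, 10 of the 11 genes were above Control, by a median of 0.71 over the term.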

The downregulation of muscle cell proliferation pathway in the HS1 culture (Figure 5b) was also in a good agreement with the results of our functional experiments that showed both a decrease in myoblast proliferative activity and a decrease in MYOD^+^ subpopulation (Figure 2c,d).

Transcriptome analysis also confirmed the diverse effects of the early and later stages of mechanical unloading on the soleus-derived cultured myoblasts. 

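The 284 genes downregulated in HS1 had a median log2 difference from Control of -2.00 in HS1, 0.75 in HS3, -0.76 in HS7 and -1.09 in HS14. Of these genes, 37 were below Control in HS3, 207 in HS7 and 249 in HS14. The 102 genes upregulated in HS3 stood at -1.02 in HS1, 1.79 in HS3, 0.65 in HS7 and -0.70 in HS14. The 257 genes upregulated in HS7 stood at -0.25 in HS1, 0.52 in HS3, 1.91 in HS7 and 0.39 in HS14. Genes downregulated in HS14 overlapped with those of HS7 (122 genes) and HS1 (102 genes).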

We have shown the reciprocal changes in pathways that regulate the progression of cells through cell cycle (proliferation activity) and pathways that regulate the activation of myogenic program in myoblasts derived from unloaded muscle (Figure 6). 

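In the direct comparison of HS7 with HS3, 214 genes were upregulated and 432 downregulated, and in that of HS14 with HS7, 28 were upregulated and 239 downregulated. With the replicate number as a block these counts were 188 and 397, and 24 and 285. With DESeq2, 17 genes were upregulated between HS7 and HS14. The 86 genes of Table 2, chosen by the paper for their rise in HS7, went up by a median of 1.13 on the log2 scale between HS3 and HS7, with 23 upregulated DEGs among them, and changed by -2.22 between HS7 and HS14, with 29 downregulated DEGs. No gene of the S phase and G2/M marker lists has a symbol in Table S1, so these phases of the cell cycle were not analysed here.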

While during the transition from day 3 to day 7 of unloading upregulation of the pro-myogenic pathways and downregulation of the pathways responsible for proliferative activity was detected, during the transition from day 7 to day 14 of unloading the opposite tendency was observed, indicating substantial changes in the cell status in the course of mechanical unloading (Figure 6).

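The first 3 principal components of log2 CPM over the 13684 expressed genes held 35.4%, 29.4% and 11.6% of the variance. The root mean square log2 difference between the replicates of a group was 0.37 to 0.42, and every pair of groups lay farther apart than that. Control lay 0.57 from HS3, 0.61 from HS1, 0.64 from HS14 and 0.72 from HS7 on average. HS1 and HS3 were the farthest apart, at 0.88, and HS7 and HS14 lay 0.66 apart. Of the DEGs that the paper lists in Table S1, those called here were 273 of the paper's 279 in HS1, 130 of the paper's 140 in HS3, 406 of the paper's 476 in HS7 and 257 of the paper's 264 in HS14. For the genes of those lists that were tested here, all fold changes had the sign given in Table S1.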

The full list of the DEGs, which were significantly different between samples is given in Supplementary Table S1; principal component analysis (PCA) is shown in Figure S2; gene expression analysis is given in Table S1. The full list of UP- and DOWN-regulated DEG-associated pathways (Enrichment analysis) is presented in Supplementary Tables S2 and S3.

## 3. Discussion

In this study, we for the first time detected a significant acceleration in myoblast differentiation and concomitant decrease in the proliferation rate of myoblasts isolated from rat soleus muscle after mechanical unloading (HS). We analyzed the level of proliferation in soleus-derived myoblasts after both short-term and long-term HS (Figure 2a). There was a trend towards a reduction in the proliferation rate of myoblasts isolated from rat soleus muscle after 1-day HS (Figure 2c) and a significant decrease in myoblast proliferation after 7 days of HS (Figure 2c). Similar results were obtained by Mitchell and co-authors (2004) who measured the level of proliferation of myoblasts derived from murine skeletal muscles after 14-day hindlimb unloading [20]. There was also a decrease in soleus-derived myoblast proliferation (as assessed by BrdU staining) after 10-day hindlimb unloading [27]. In addition, Mitchell and co-authors (2004) showed that differentiation of cultured myoblasts isolated from atrophied muscles after 14 days of HS is significantly slowed down relative to myoblasts isolated from control muscles [20]. However, on the contrary, we found an accelerated differentiation of soleus-derived myoblasts after mechanical unloading (Figure 2d). In our experiment, starting from the 1st day of HS, mRNA expression of the key markers of myoblast fusion, *Mymk* and *Mymx*, was significantly increased in the cultured myoblasts (Figure 3i,j). In addition, the expression of various myosin heavy chain (MyHC) isoforms was observed in soleus-derived myoblasts cultivated in a primary growth medium after 7 days of HS (Figure 3e–h). Moreover, immunocytochemical analysis of these myoblasts revealed the presence of slow isoform of MyHC and F-actin (Figure 3a). This indicates that long-term unloading promotes the earlier development of differentiation of myoblasts derived from rat soleus muscle. It is interesting to note that the expression of various isoforms of MyHC is usually observed at later stages of development of cultured myoblasts [28].

In addition, we analyzed the expression of MRFs and *Pax7* in myoblasts isolated from rat soleus muscle after mechanical unloading (Figure 3b–d). In control myoblasts we observed a concomitant expression of both PAX7 and MYOD (Figure 2b,d) which can be explained by an early time-point of myoblast culturing (24 h after purification). These data are in good agreement with a previous report showing that cells express both Pax7 and MyoD in day 4 cultures [29]. The expression levels of *Pax7* in myoblasts after 1 and 7 days of HS (Figure 3b) did not differ from that of the control group, however, PAX7^+^ cell population was significantly reduced after 7 days of HS (Figure 2b,d). We found an increase in the expression of *Myf5*, *Mrf4*, *MyoD,* and *MyoG* in the soleus-derived myoblasts after 1 day of HS and more pronounced increase in the mRNA expression of these MRFs following 7-day HS (Figure 3c,d and Figure S1). The proportion of MYOD^+^ cells in the soleus-derived myoblasts was significantly reduced after 1-day HS but significantly increased after 7-day unloading compared to the control values (Figure 2b,d). It was previously shown that two-week HS of mice can induce a decrease in *Myf5* expression and number of MYOD^+^ cells but does not affect *Pax7* mRNA expression in cultured myoblasts derived from hindlimb skeletal muscles [20]. In addition, Guitar et al. (2018) have demonstrated that 7-day limb immobilization in mice leads to an increase in the expression of *Pax7* and *MyoD* in skeletal muscle SCs and concomitant reduction in the total number of SCs [24]. In the present study, a decrease in the proportion of PAX7^+^ cells and an increase in the proportion of MYOD^+^ cells (Figure 2d) following mechanical unloading (7 days) indicates an earlier myogenic differentiation of the soleus-derived myoblasts compared to control conditions or exposure to shorter periods of unloading (24 h). Some discrepancies between the data obtained in the present study and previously published reports may be due to the fact that in the present work myoblasts were isolated exclusively from soleus muscle, while in other studies (Guitar et al. (2018) and Mitchell et al. (2004)) [20,24] primary myoblasts were isolated from a pool of different skeletal muscles (gastrocnemius, soleus, tibialis anterior, extensor digitorum longus and quadriceps femoris). It is known that the number and composition of SCs in various types of skeletal muscles can significantly differ [30]. Moreover, a response of different hindlimb muscles to mechanical unloading also varies with soleus muscle being more susceptible to the effects of unloading conditions [31].

Thus, we found that a relatively long period of mechanical unloading (7 days) leads to the enhanced myogenic differentiation of myoblasts derived from rat soleus muscle, while the proliferation rate of these cells is reduced.

Using whole-transcriptome analysis, we evaluated the effect of short-term and long-term exposure of rats to simulated microgravity (HS) on the expression of the key components of various signaling pathways in myoblasts isolated from soleus muscle. 

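Compared directly, all 44 named myogenic differentiation genes were higher in HS7 than in HS1, with a median log2 fold change of 2.74, and 14 of them were DEGs. *Myog* was higher by 2.79 (standard error 0.14, adjusted p = 1.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of 2.58 to 2.97 when each library was left out in turn, and *Mymx* by 2.76 (standard error 0.20, edgeR adjusted p = 9.91e-07). The change was under way in HS3, where 43 of the 44 genes were above HS1 by a median of 1.88 and 32 were DEGs.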

After the first day of HS, the expression of the key components of the myogenesis pathway in soleus-derived myoblasts was suppressed, however after 7 days of HS the expression of gene clusters involved in myogenesis was activated (Figure 4b). Interestingly, after short-term mechanical unloading some discrepancies in soleus-derived myoblasts were observed: the expression of the key components of the myogenesis pathway was suppressed, while mRNA expression of MRFs was increased (Figure 3 and Figure S1). However, after examining in detail the expression of which genes are downregulated under short-term HS, we found that the expression of gene clusters for BMP-signaling, ERK1/2-signaling, and pathways involved in response to TGF-β is suppressed (Table 1). 

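Table 1 lists 115 different genes, and all 115 were downregulated DEGs in HS1 here, with log2 fold changes from -4.79 to -1.52 and a median of -1.95. With DESeq2, 112 were DEGs, with all 10 libraries in one edgeR fit 113, and with the replicate block 112. The list consists of the paper's own calls on these libraries. The 13 named marker genes of fibro-adipogenic cells followed a similar course. Their median log2 fold change was -2.11 in HS1, with 0 higher, and 0.98 in HS3, with 12 higher. For each pathway of Table 1, lower expression in myoblasts could therefore not be told apart from fewer fibro-adipogenic cells. In HS3, 105 of the 115 genes were above Control, and in HS14, 14 were. Of the 115 genes, 23 were also downregulated DEGs in HS7 and 42 in HS14.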

According to literature data, suppression of the activity of these signaling pathways leads to premature myogenic differentiation [32,33]. At the early stages of SCs activation, BMP signaling pathway promotes an increase of the pool of proliferating cells and prevents premature differentiation in myoblasts [33]. 

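In HS1, the 12 genes that Table 1 lists for the BMP signaling pathway had a median log2 fold change of -1.75. *Acvrl1* fell from 29.0 ± 2.45 to 4.76 ± 0.0760 CPM (SD, n = 2 per group), a log2 fold change of -2.61 (standard error 0.13, adjusted p = 6.47e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fbn1* changed by -2.37 (standard error 0.05, edgeR adjusted p = 1.31e-18) and *Grem1* by -1.62 (standard error 0.06, edgeR adjusted p = 2.09e-15). All 12 were above Control in HS3. In HS7, Table 3 lists 9 genes for this pathway, of which 8 have an identifier in Table S1. All 8 were downregulated DEGs, with a median of -2.10, and *Bmp2* changed by -2.12 (standard error 0.13, edgeR adjusted p = 4.27e-09). The lists for HS1 and HS7 share 3 genes.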

We found a significant suppression of the expression of genes of BPM signaling pathway in soleus-derived myoblasts after both 1 and 7 days of HS (Table 1 and Table 3).

It is also known that a decrease in the activity of the ERK1/2 signaling pathway leads to a reduction in the proliferation rate of myoblasts [34]. In addition, it has been shown that inhibition of the ERK1/2 signaling pathway leads to the activation of calcium-dependent mechanisms causing robust differentiation of activated SCs [32]. 

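The 15 genes that Table 1 lists for the ERK1 and ERK2 cascade had a median log2 fold change of -2.22 in HS1, and 14 of them were DEGs with DESeq2 and with the replicate block. *Ramp3* fell from 20.6 ± 1.96 to 1.90 ± 0.316 CPM (SD, n = 2 per group), a log2 fold change of -3.44 (standard error 0.17, adjusted p = 7.44e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdgfra* fell from 148 ± 1.45 to 30.9 ± 0.641 CPM (SD, n = 2 per group), a log2 fold change of -2.25 (standard error 0.07, edgeR adjusted p = 5.23e-17). In HS3, 13 of the 15 genes were above Control.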

In the present study, we observed a decrease in the expression of genes of the ERK1/2 pathway in myoblasts isolated from the soleus muscle after 1 day of HS (Table 1). TGF-β is known to inhibit the proliferation and differentiation of myoblasts [35]. A significant decrease in the expression of genes responsible for the cell response to TGF-β (Table 1) probably contributed to the premature myogenic differentiation after short-term mechanical unloading.

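The 13 genes that Table 1 lists for the response to TGF-β had a median log2 fold change of -1.72 in HS1, and 12 of them were DEGs with all 10 libraries in one edgeR fit. *Col1a1* fell from 6779 ± 330.2 to 2171 ± 8.29 CPM (SD, n = 2 per group), a log2 fold change of -1.64 (standard error 0.05, adjusted p = 1.79e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HS7, Table 2 lists 11 genes under cellular response to TGF-β stimulus, of which 10 were upregulated DEGs here, with a median of 1.92.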

In addition, in soleus-derived myoblasts 1-day HS resulted in a significant suppression of the expression of genes that negatively regulate Wnt signaling pathway (Table 1). It was previously shown that stimulation of the canonical Wnt pathway at the early stage of regeneration leads to a premature differentiation of myoblasts and contributes to the depletion of the SC pool [36]. 

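Table 1 gives 12 genes for the regulation of the Wnt signaling pathway. Their median log2 fold change in HS1 was -2.01, and 11 of them were DEGs with the replicate block. *Fgf10* fell from 14.0 ± 0.498 to 2.12 ± 0.444 CPM (SD, n = 2 per group), a log2 fold change of -2.72 (standard error 0.19, adjusted p = 1.69e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HS3 all 12 were above Control, by a median of 0.86.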

We can speculate that some activity of this signaling pathway also contributes to the premature differentiation of myoblasts. It has been also shown that overexpression of Wnt5a protein causes an increase in myoblast proliferation [37] and, according to our data, the expression of Wnt5a gene was suppressed in soleus-derived myoblasts after 1-day HS. Consequently, the suppression of Wnt5a gene expression could contribute to a decrease in myoblast proliferation, which was observed in our study. 

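*Wnt5a* (ENSRNOG00000015618) had 93.9 ± 2.65 CPM (SD, n = 2) in Control and 26.3 ± 4.29 CPM (SD, n = 2) in HS1, a log2 fold change of -1.84 (standard error 0.09, adjusted p = 6.89e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that stayed between -2.02 and -1.67 with each library left out in turn. In HS3 it had 169.6 ± 4.36 CPM (SD, n = 2), a log2 fold change of 0.85 (standard error 0.07, edgeR adjusted p = 2.00e-06). In HS7 the change of -0.48 did not pass the adjusted p of 0.01 (standard error 0.12, edgeR adjusted p = 0.0123). It passed with DESeq2 (adjusted p = 0.000211), but not in every other fit tried. In HS14 it was -0.83 (standard error 0.07, edgeR adjusted p = 3.18e-12).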

Further research will be needed to confirm this hypothesis.

Thus, we have revealed short-term effects of unloading on the suppression of genes of a number of signaling pathways in soleus-derived myoblasts. Apparently, the suppression of the expression of the above-mentioned genes can lead to an increase in the expression of MRFs and ultimately contribute to accelerated myoblast differentiation.

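Of the 86 different genes in Table 2, 56 were upregulated DEGs in HS7 in edgeR with the 4 libraries of HS7 and Control, and 59 passed when the adjustment covered the list alone, which consists of the paper's own calls on these libraries. All 86 were DEGs with DESeq2 and with all 10 libraries in one edgeR fit, and 62 with the replicate block. The other 30 genes had adjusted p between 0.0142 and 0.122 in edgeR, and both HS7 libraries lay above both control libraries for each of them. By term, 14 of the 19 genes of calcium ion transport and all 4 of the regulation of apoptotic process involved in development were DEGs, the latter with a median log2 fold change of 1.67. Among these, *Vdr* rose from 6.87 ± 0.697 to 33.6 ± 0.847 CPM (SD, n = 2 per group), a log2 fold change of 2.30 (standard error 0.12, adjusted p = 6.56e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Tgfb2* rose by 1.54 (standard error 0.06, edgeR adjusted p = 1.19e-11).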

After 7-day HS, expression levels of genes regulating myoblast differentiation, transport of calcium ions, Notch-signaling, and apoptotic processes are upregulated in rat soleus-derived myoblasts (Table 2).

These data correlate well with the increases in the expression levels of MRFs, myoblast fusion markers, as well as embryonic and “mature” myosin isoforms (Figure 3) in myoblasts isolated from rat soleus muscle after HS and cultured in primary growth medium.

According to literature, activation of the Notch signaling pathway promotes the activation of myoblast proliferation [38,39]. 

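All 11 genes that Table 2 lists for the Notch signaling pathway were upregulated DEGs in HS7, with log2 fold changes from 1.54 to 3.44 and a median of 1.92. They were also called with DESeq2, with the replicate block and with all 10 libraries in one edgeR fit. Compared directly, HS7 lay above HS3 by a median of 2.25 over these genes, and 7 were DEGs. Since the paper listed the genes for their rise in HS7, that comparison favours HS7. In HS14, 9 of the 11 were above Control, by a median of 0.53 over the list.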

We revealed an increase in the expression of some genes of the Notch signaling pathway against the background of the reduced proliferation rate of myoblasts derived from soleus muscle after mechanical unloading (Table 2). An increase in the expression of *notch-3* gene was found among the genes of this signaling pathway. 

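*Notch3* (ENSRNOG00000004346) had 31.5 ± 2.65 CPM (SD, n = 2) in Control and 136 ± 5.09 CPM (SD, n = 2) in HS7, a log2 fold change of 2.11 (standard error 0.07, adjusted p = 7.97e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of 2.03 to 2.20 when each library was left out in turn. In HS1 it had 15.5 ± 0.517 CPM (SD, n = 2), a log2 fold change of -1.02 (standard error 0.10, edgeR adjusted p = 1.12e-07). In HS14 it had 67.6 ± 15.6 CPM (SD, n = 2), a log2 fold change of 1.1 (standard error 0.16, edgeR adjusted p = 0.00105). *Notch1* rose from 7.02 ± 0.702 to 22.0 ± 5.66 CPM (SD, n = 2 per group) in HS7, a log2 fold change of 1.65 (standard error 0.17, edgeR adjusted p = 1.06e-05).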

Previously it was shown that Notch-3 enhances the processes of replenishing SCs pool (self-renewal) and can act as a repressor of Notch1 [40] and probably contributes to the suppression of proliferation of activated SCs.

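For HS7, Table 3 lists 15 genes of the Wnt signaling pathway, and the 14 with an identifier in Table S1 were all downregulated DEGs here, with log2 fold changes from -4.53 to -1.56. *Fgf10*, which is also listed for HS1, had 0.60 ± 0.0465 CPM (SD, n = 2) in HS7, a log2 fold change of -4.53 (standard error 0.23, adjusted p = 6.43e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 36 genes of Table 3 with an identifier, 16 were also downregulated DEGs in HS1 and 23 in HS14, while 27 were above Control in HS3.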

The expression of genes controlling the Wnt and BMP signaling pathways in soleus-derived myoblasts was suppressed after 7 days of HS, as well as after 1-day HS (Table 1 and Table 3). This fact may indicate suppression of proliferative processes which is confirmed by a decrease in the number EdU^+^ cells observed in the present study. It is interesting to note that in soleus-derived myoblasts after 7 days of HS, an activation of the Notch signaling pathway was observed which could promote myoblasts proliferation [41,42] against the background of a significant decrease in the myoblast proliferation rate. In addition, the Wnt signaling pathway, which is known to regulate myoblast differentiation [36], was suppressed in soleus-derived myoblasts together with the apparent signs of cell differentiation. It is known that a switch from the Notch signaling pathway to the canonical Wnt pathway is necessary for normal development of myoblast differentiation [43]. As we observed in the soleus-derived myoblasts after 7-day HS such a switch does not occur, while the process of myoblast differentiation is already underway. These data suggest that mechanical unloading (HS) promotes enhanced differentiation of soleus-derived myoblasts. In addition to regulatory signaling pathways, we considered changes in the expression of gene clusters directly involved in the processes of differentiation and regeneration (Figure 5). We show here that there are two phases in a response of soleus-derived myoblasts to mechanical unloading. During the first phase that lasts up to the 7th day of HS we detect a significant increase in MYOD^+^ subpopulation of cultured myoblasts (Figure 2b,d) and upregulation of regulatory pathways that stimulate muscle stem cells myogenic differentiation (Figure 4 and Figure 5). It is interesting to note that in Duchenne muscular dystrophy (DMD) the repeated cycles of myofiber degeneration and regeneration occur until SCs pool is depleted [5,11,44,45]. 

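Compared directly, HS14 and HS1 differed by a median log2 fold change of 0.013 over the 44 named myogenic differentiation genes, with 22 genes higher in HS14 and 22 lower. Of these genes, 20 passed an adjusted p of 0.01 and 0 were DEGs. *Myog* was higher in HS14 than in HS1 by 0.57 (standard error 0.08, adjusted p = 1.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 86 genes of Table 2, 38 were above Control in HS14, with a median log2 difference of -0.13, and 5 were upregulated DEGs and 1 a downregulated DEG.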

In the present study, changes in myoblast activity in response to mechanical unloading were only transitory and by day 14 of HS all upregulated pro-myogenic pathways were downregulated back to the control/HS1 levels (Figure 4 and Figure 5). Interestingly, Chemello et al. (2020) [11], using a mouse model of DMD (ΔEx51), performed snRNA-seq (single-nucleus RNA sequencing) on nuclei isolated from tibialis anterior muscle of wild-type (WT) mice and DMD (ΔEx51) mice and compared cell populations in dystrophic and WT skeletal muscles. They identified three clusters of nuclei related to skeletal muscle regeneration, and a cluster of cells positive for embryonic and perinatal myosin isoforms, *Myh3*, *Myh8*, and fusogenic factor *Mymk* was shown exclusively in DMD (ΔEx51) dystrophic fibers. Our data fit these observations: during the first 7 days of HS we have detected the upregulation of pathways related to muscle regeneration and fusogenic genes expression (Figure 3d,i,j) in atrophying soleus muscle (Figure 4 and Figure 5), but unlike DMD dystrophic fiber, the upregulation in unloaded fiber was not continuous (Figure 4b and Figure S1) which may indicate muscle adaptation to the new physiological situation in order to prevent the pathological acceleration of unloading-induced stem cell niche wasting.

It is also important to note that accumulation of calcium ions is observed in muscle fibers under myodystrophy conditions [46]. In myoblasts isolated from dystrophic muscle, faster differentiation accompanied by an early decrease in *MyoD* expression along with increased *MyoG* expression is observed [46,47]. In the present study, transcriptome analysis showed a significant change in the expression of genes of signaling pathways responsible for the regulation of intracellular calcium concentration and calcium-dependent signaling in soleus-derived myoblasts following short-term and long-term hindlimb unloading (Table 1, Table 2 and Table 3). This data may indirectly indicate that unloading induced changes in calcium concentration in soleus-derived myoblasts. It can be assumed that, just as in the case of soleus muscle fibers [48], the accumulation of calcium ions occurs in SCs under unloading conditions. It was previously shown that the activation of calcium-dependent signaling pathways can lead to rapid differentiation of activated myoblasts [32]. It can be suggested that under unloading conditions the accumulation of calcium ions in soleus-derived myoblasts may result in significant changes in the regulation of both cell proliferation and cell differentiation.

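In HS1, the 22 genes that Table 1 lists for the regulation of cytosolic calcium ion concentration had a median log2 fold change of -1.98, and the 10 genes of calcium-mediated signaling one of -1.85. *Bdkrb2* fell from 40.5 ± 0.358 to 8.31 ± 1.45 CPM (SD, n = 2 per group), a log2 fold change of -2.28 (standard error 0.12, adjusted p = 8.63e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HS3, 20 of the 22 genes were above Control, by a median of 1.00 over the term. In HS7, the 19 genes of calcium ion transport in Table 2 had log2 fold changes from 1.51 to 3.16. Compared directly, they were higher in HS7 than in HS3 by a median of 1.20, with 5 DEGs. Between HS7 and HS14 they changed by a median of -2.29, with 9 downregulated DEGs. Both comparisons favour HS7, since the paper listed these genes for their rise there.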

## 4. Materials and Methods

### 4.1. Experimental Design

Mechanical unloading was performed using a well-validated Morey–Holton hindlimb suspension (HS) model as previously described [25]. Thirty-two 3-month-old male Wistar rats (180 ± 5 g) were obtained from the certified Nursery for laboratory animals of the Institute of Bioorganic Chemistry of the Russian Academy of Sciences (Pushchino, Moscow region). The rats were housed in a temperature-controlled room on a 12:12-h light-dark cycle with food pellets and water provided ad libitum. The animals were randomly assigned to the following 4 groups (*n* = 8/group): (1) vivarium cage control (Contr), (2) 1-day hindlimb suspension (HS1), (3) 3-day hindlimb suspension (HS3), (4) 7-day hindlimb suspension (HS7), and (5) 14-day hindlimb suspension (HS14) (Figure 7). Under isoflurane anesthesia, soleus muscles from control and unloaded rats were surgically excised from both hindlimbs using standardized dissection methods, weighed on an analytical balance and then used for isolation of the pool of muscle SCs. After muscle excision, the rats were euthanized by decapitation under deep isoflurane anesthesia (4%).

### 4.2. Isolation of SCs

Soleus muscles were subjected to both mechanical and enzymatic dissociation according to the protocols described previously [49] with minor changes. Isolated muscles were placed into an enzymatic solution, mechanically disrupted with scissors, and digested for 60 min at 37 °C in 5 mL filtered 0.1% collagenase-1 (cat. C0130, Sigma-Aldrich, Saint Louis, MO, USA). Then, the obtained suspension was centrifuged for 5 min at 1000× *g* to remove collagenase and cell debris after digestion. The obtained supernatant was then discarded. The pellet was resuspended using sterile pipette tips in 2.5 mL of washing medium (DMEM supplemented with 10% horse serum (cat. 16050122, Gibco, ThermoFisher Scientific, Waltham, MA, USA). The suspension was pipetted for several minutes to isolate SCs and then centrifuged at 300× *g* for 5 min. The supernatant was transferred to a fresh tube. This stage was performed twice. The double-collected supernatant was centrifuged for 10 min at 1000× *g* to discard debris. After that, the resultant supernatant was discarded, and the pellet was placed in a growth medium (DMEM supplemented with 1% penicillin-streptomycin, 1% L-glutamine, 1% chicken fetal serum (cat. 092850145, MP Biomedicals, Santa Ana, CA, USA), 20% FBS (cat. 26140079, Gibco, ThermoFisher Scientific, Waltham, MA, USA), 10% horse-serum (cat. 16050122, Gibco, ThermoFisher Scientific, Waltham, MA, USA) on cell culture dishes covered with Geltrex (1:100 in cold DMEM, 1.5 h at 37 °C, cat. A1413202, Gibco, ThermoFisher Scientific, Waltham, MA, USA). Forty-eight h after the initial tissue digestion the cells became visible under a microscope, and half of a growth medium was changed. Seventy-two hours after the initial tissue digestion the adhesion selection method (pre-plating) [49,50] was used to separate the population of satellite cells from fibro-adipogenic progenitors (FAPs) (Figure 7). In brief, the cells were detached with trypsin using a standard method and centrifuged (300× *g*, 5 min). The pellet was resuspended in a medium containing 4.5 g/L D-glucose, 20% FBS, 1% penicillin-streptomycin, and 1% L-glutamine. The solution was transferred to a culture dish without Geltrex and placed to the CO_2_ incubator for 30–40 min. FAPs got attached to the dish, while SCs remained in solution. After pre-plating floating SCs were harvested, centrifuged (300× *g*, 5 min), mixed with growth medium and seeded in Geltrex-coated plates. The cells were cultured for 24 h under a humidified atmosphere with 5% CO_2_ at 37 and then used for RT-PCR, RNA-Seq, and immunocytochemical analysis (Figure 7). To check myoblast’s ability to form myotubes, myogenic differentiation was induced using a standard protocol. Proliferation medium was replaced with differentiation medium (DMEM medium supplemented with 4.5 g/L D-glucose, L-glutamine, penicillin-streptomycin, 2% of horse serum).

### 4.3. Proliferation Assay

Myoblast proliferation was assessed using the Click-IT EdU Alexa Fluor 555 Imaging Kit (cat. C10338, Thermo Fisher Scientific, Waltham, MA, USA). Briefly, cells were incubated with 3 µM EdU overnight to label newly synthesized DNA. The cells were fixed and permeabilized before Alexa Fluor 555 conjugation of the incorporated EdU. Microscopy images were obtained using an Olympus IX83P2ZF3 inverted fluorescent microscope with a DP74 camera (Olympus, Tokyo, Japan) and 20× magnification. Image analysis was carried out using the Cell Sens Imaging Software (Olympus, Tokyo, Japan).

### 4.4. RNA Isolation, cDNA Synthesis, and qRT-PCR

Non-differentiated SCs (0 day) were lysed using ExtractRNA kit (cat. BC032, Evrogen, Moscow, Russia). RNA concentration was measured using Nanodrop 3300 (Thermo Fisher Scientific, Waltham, MA, USA). Reverse transcription was performed from 500 ng RNA using Moloney Murine Leukemia Virus Reverse Transcriptase (MMLV RT) kit (cat. SK021, Evrogen, Moscow, Russia) according to manufacturer’s instructions. Real-time PCR was performed using qPCRmix-HS SYBR+LowROX protocol (cat. PK156, Evrogen, Moscow, Russia). Primers for real-time PCR were designed via NSBI BLAST program. PCR primers used for RNA analysis are shown in Table 4. Real-time PCR data are presented as arbitrary units of mRNA expression normalized to house keeping GAPDH expression and to expression levels in the reference sample using ∆∆Ct method.

### 4.5. Immunocytochemistry

Non-differentiated SCs were plated on coverslips. The cells were fixed in 4% paraformaldehyde for 10 min and then permeabilized with 0.02% Triton X-100 for 5 min. Cells were then blocked with 5% Bovine Serum Albumin (cat. A9647, Sigma-Aldrich, Saint Louis, MO, USA) for 30 min and incubated with primary antibodies against MYOD (cat. 554130, BD Bioscience, San Jose, CA, USA), PAX7 (Developmental Studies Hybridoma Bank, Iowa City, IA, USA), MHC slow (cat. M8421, Sigma; Sigma-Aldrich, Saint Louis, MO, USA), Phalloidin-iFluor 488 Reagent (cat. ab176753, Abcam, Cambridge, UK) and secondary Alexa Fluor 488-coupled goat-anti-mouse antibodies (cat. A28175, ThermoFisher Scientific, Waltham, MA, USA). Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (cat. D1306, Molecular Probes, Waltham, MA, USA). Microscopy images were obtained using Zeiss Axio Observer Z1 (CarlZeiss, Oberkochen, Germany).

### 4.6. RNA-seq Analysis

RNA sequencing analysis was performed on cultured myoblasts (24 h after purification/pre-plating) derived from rat soleus muscle of control and hindlimb-unloaded rats (1, 3, 7 and 14 days of unloading). Libraries for RNA sequencing were prepared using TruSeq Stranded mRNA kit (cat. RS-122-2101, Illumina Inc., San Diego, CA, USA) according to manufacturer’s manual. Libraries were quantified with 4150 TapeStation system (Agilent, Santa Clara, CA, USA) using High Sensitivity DNA ScreenTape Analysis. Sequencing was performed on Illumina NextSeq 2000 (100 cycles). The quality of raw RNA-seq data was evaluated using FastQC tool (v0.11.9). Then reads were mapped on rat genome using aligner STAR (v2.604a) with reference genome mRatBN7.2. Mapped reads were count with the featureCounts program (v1.6.4) [51]. Alignment quality control was done with MultiQC tool (v1.10.1). Differentially expressed genes (DEGs) were determined using R package DESeq2. Genes *p*-values were adjusted using the Benjamini–Hochberg procedure and filtered with *p* < 0.01, only genes with log2 fold change > 1.5 were considered as differentially expressed. Then we performed fast gene set enrichment analysis (FGSEA) and GO Enrichment Analysis of gene sets. Cluster analysis of the gene set was done using the Phantasus (v1.11.0) online tool using the k-mean method. Then we annotated the resulting clusters with Enrichr online tool [52]. We used KEGG and MSigDB Hallmark databases to determine signaling pathways.

The sequence data presented in the study are openly available in GEO database. Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201281 (accessed on 22 April 2022).

### 4.7. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8 software (GraphPad Software, San Diego, CA, USA, www.graphpad.com (accessed on 1 March 2022)). qRT-PCR and proliferation assay data are presented as mean ± SEM. One-way analysis of variance (ANOVA) was used to assess potential differences between the groups. Tukey post-hoc analysis was used to adjust for multiple comparisons. A level of significance of *p* < 0.05 (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001) was established in the study.

## 5. Conclusions

We found that short- and long-term mechanical unloading (HS) can exert different effects on myoblasts derived from rat soleus muscle. According to the whole-transcriptome analysis, a decrease in the expression of a number of genes of signaling pathways responsible for myogenesis is revealed in myoblasts with short-term mechanical unloading, while longer exposure to unloading on the contrary, leads to an increase in the expression of the key genes of these signaling pathways. In this case soleus-derived myoblast proliferation is suppressed. In addition, increased expression of MRFs and myoblast fusion markers under mechanical unloading was revealed, and the expression of myosin genes was observed (with a longer period of unloading), indicative of myoblast differentiation. No such processes were detected in myoblasts derived from soleus muscle of the control rats. We have also shown that there are two stages of myoblast response to hindlimb unloading. During the first stage, which lasts up to day 7 of unloading, the regeneration program is activated; however, by day 14 of unloading this response is inactivated and the status of soleus-derived myoblasts returns to the control levels. These results provide an important background for further investigation of molecular and cellular targets for prevention of skeletal muscle wasting during long-term mechanical unloading.

## Figures and Tables

**Figure 1:**
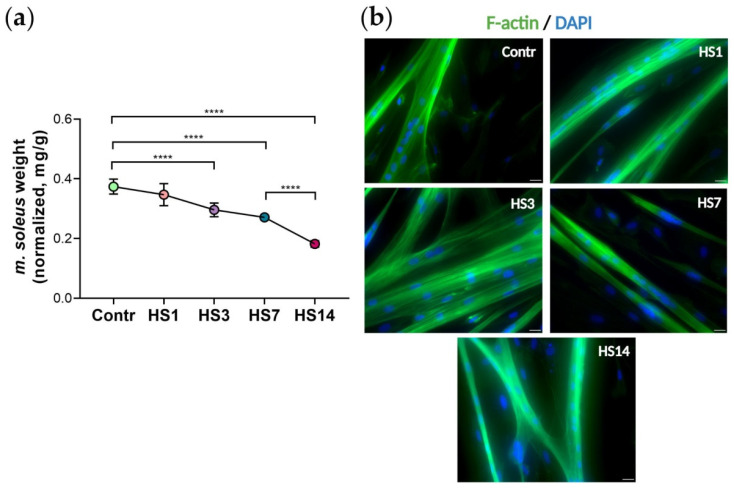
Changes in soleus muscle weight following 1, 3, 7 and 14 days of mechanical unloading (HS): (**a**) rat soleus muscle weight normalized to the body weight; *n* = 16, **** *p* < 0.0001; (**b**) Myogenic differentiation (the 5th day of differentiation) of myoblasts purified from control muscle and hindlimb suspended muscle (HS1, HS3, HS7, HS14). Myotube formation was visualized with F-actin antibody; scale bar = 20 µm.

**Figure 2:**
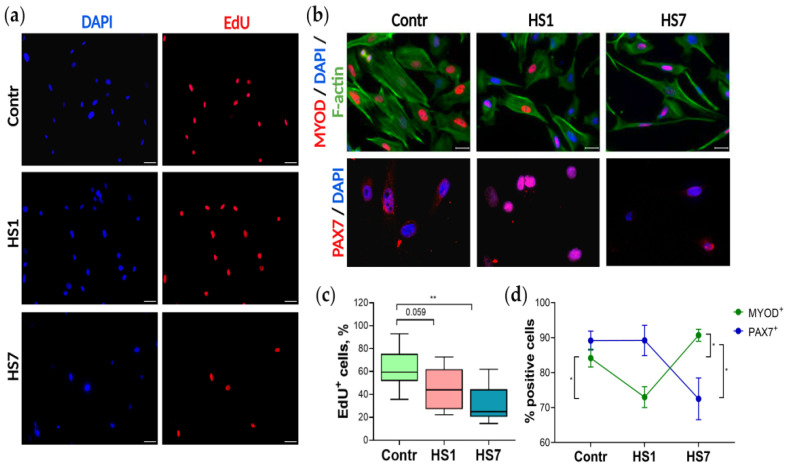
Functional properties of myoblasts cultured for 24 h after purification: (**a**) Myoblast proliferative activity analysis by EdU incorporation; EdU^+^ cells are shown in red; nuclei are shown in blue. (**b**) Immunostaining: MYOD and PAX7 positive cells are shown in red; nuclei are shown in blue; F-actin is shown in green; scale bar = 20 µm. (**c**) The percentage of EdU^+^ cells estimated in 2 independent experiments; *n* > 200, ** *p* < 0.01. (**d**) The percentage of MYOD positive cells increases in the HS7 cultures, in contrast to PAX7 positive cells; *n* > 200, * *p* < 0.05.

**Figure 3:**
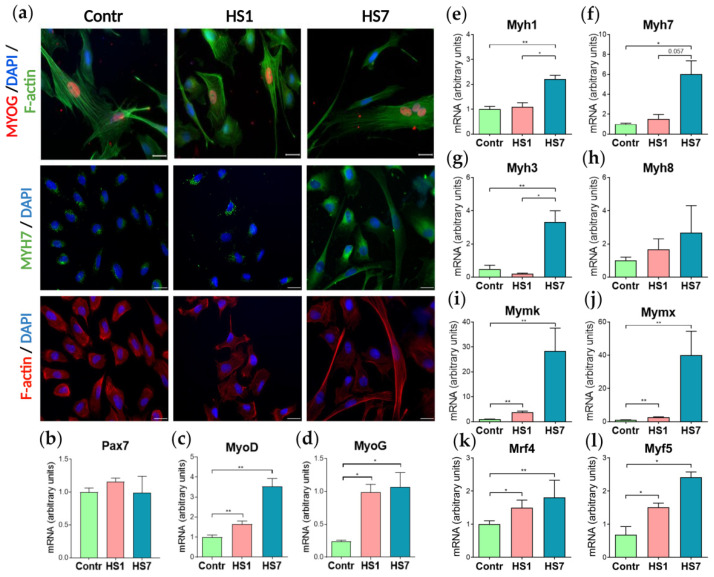
The effect of skeletal muscle functional unloading on myogenic factors expression in myoblasts cultured for 24 h after purification: (**a**) Immunostaining for slow myosin MYH7 in cultured myoblasts: MYH7—green, F-actin red; MYOG in non-differentiated myoblasts: MYOG red; F-actin green; nuclei blue; scale bar = 20 µm; F-actin staining was used as a positive control; (**b**–**l**) mRNA expression analysis: *Pax7* (a marker of satellite cells); *MyoD* and *MyoG* (myogenic regulatory factors); *Myh7* (slow-twitch myosin); *Myh3* (embryonic myosin); *Myh1* (fast-twitch myosin); *Myh8* (fetal skeletal muscle myosin); *Mymk* and *Mymx* (myoblasts fusion markers); *Mrf4* (myogenic regulatory factor); *Myf5* (myogenic regulatory factor); (*n* = 4; * *p* < 0.05; ** *p* < 0.01).

**Figure 4:**
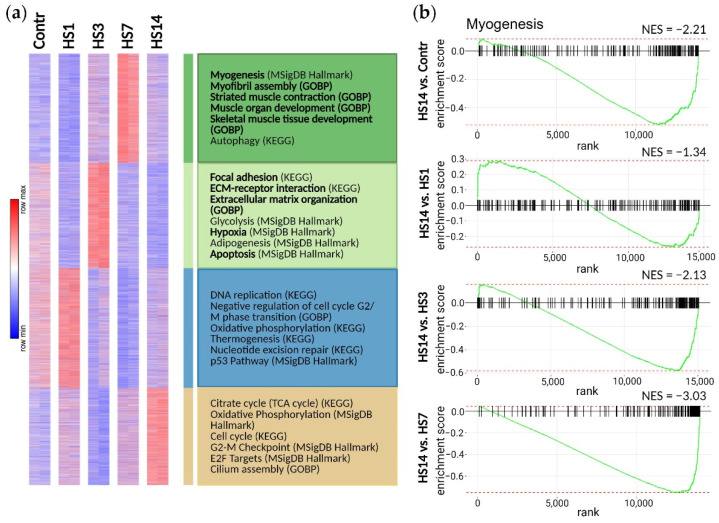
A transcriptome analysis revealed a change in myogenic potential at different time-points of mechanical unloading: (**a**) K-means clustering analysis of 15,829 genes in the Contr, HS1, HS3, HS7 and HS14 samples; (**b**) GSEA enrichment plots of the hallmark myogenesis pathway over ranked genes between possible pairs of cultured myoblasts: Contr, HS1, HS3, HS7 and HS14; *p* < 0.01, normalized enrichment scores (NES) are shown.

**Figure 5:**
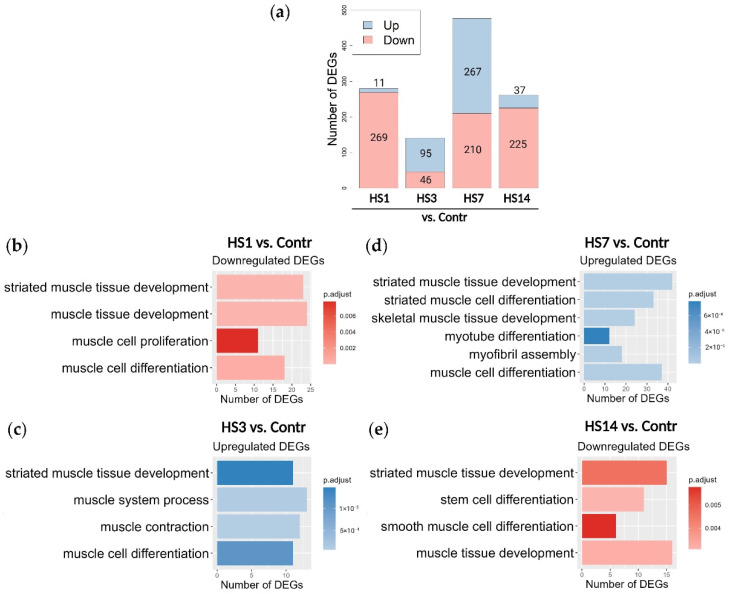
Differentially expressed genes associated with muscle regeneration and differentiation processes: (**a**) Number of up- and downregulated differentially expressed genes (DEGs) found in all four pairs (HS vs. Control); log2 fold change > 1.5, *p* < 0.01; (**b**–**e**) GO Enrichment Analysis of upregulated and downregulated DEGs using GO Biological Process database.

**Figure 6:**
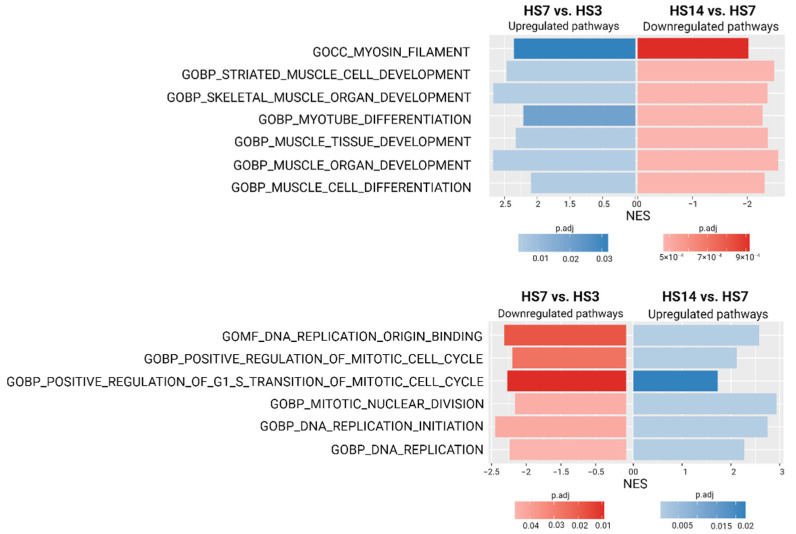
The fast gene set enrichment analysis (FGSEA) of all identified genes using the GO Biological Process database. Results visualized as bar plot of normalized enrichment score (NES) that display significant up/downregulated pathways that regulate the progress of cells through the cell cycle and the activation of the myogenic program in the early and late stages of unloading.

**Figure 7:**
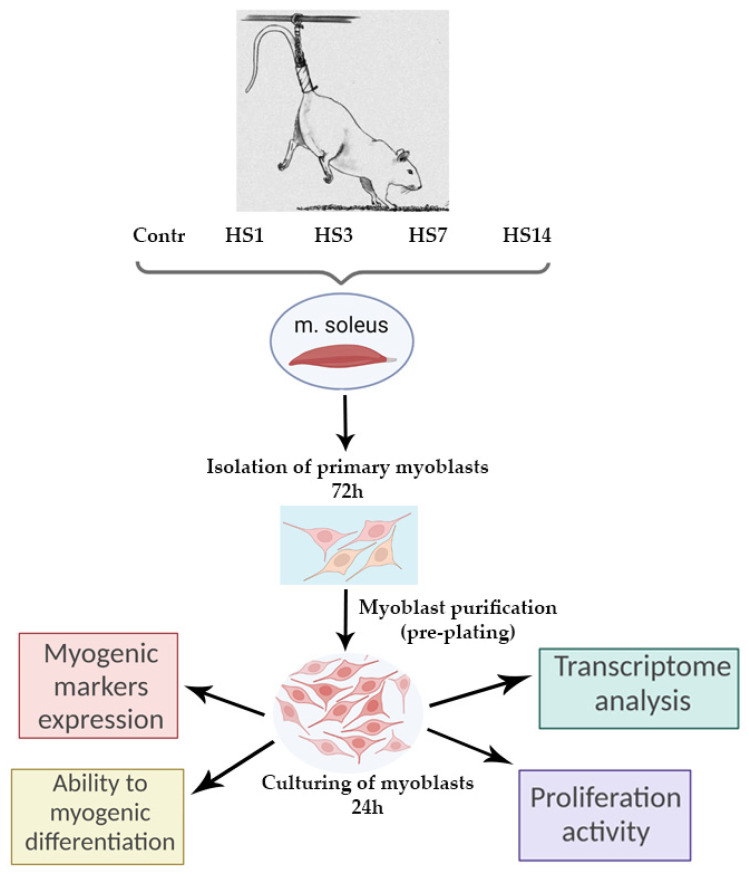
The experimental design.

**Table 1:** Pathways associated with the DEGs downregulated in HS1 vs. CONTR (*p* < 0.01).

Pathways	Number of DEGs	Genes
Extracellular matrix organization GO: 0030198	34	*Col1a1*, *Tgfbi*, *Pdgfra*, *Col6a1*, *Cyp1b1*, *Has2*, *Grem1*, *Adamtsl3*, *Col16a1*, *Loxl3*, *Smoc2*, *Col8a1*, *Eng*, *Itga8*, *Adamts9*, *Col14a1*, *Olfml2a*, *Adamts2*, *Lum*, *Adamts8*, *Kazald1*, *Fbln5*, *Itgb3*, *Acan*, *Has1*, *Csgalnact1*, *Fmod*, *Dpt*, *Foxc2*, *Mmp3*, *Adamts16*, *Ptx3*, *Il6*, *Foxc1*
Striated muscle tissue development GO: 0014706	42	*Pdgfra*, *Grem1*, *Dcn*, *Ifitm3*, *Wnt5a*, *Eng*, *Adamts9*, *Col14a1*, *S100b*, *Meox2*, *Aldh1a2*, *Nr2f2*, *Erbb3*, *Pdgfrb*, *Shox2*, *Sox8*, *Dll1*, *Foxc2*, *Igf1*, *Eya2*, *Myh15*, *Csrp3*, *Foxc1*
Regulation of cytosolic calcium ion concentration GO: 0051480	22	*Pdgfra*, *Thy1*, *Bdkrb2*, *Wnt5a*, *Ramp3*, *Ptgir*, *Synpo*, *Htr2a*, *Itgb3*, *Adcy5*, *Ednrb*, *Cacna1c*, *Cmklr1*, *Avp*, *Lpar3*, *Pth1r*, *Ackr4*, *Ptgfr*, *Cacna1g*, *Ednra*, *Kdr*, *C5ar2*
Regulation of cellular response to growth factor stimulus GO: 0090287	20	*Fbn1*, *Vegfd*, *Grem1*, *Dcn*, *Smoc2*, *Acvrl1*, *Xdh*, *Wnt5a*, *Eng*, *Itga8*, *Fgf10*, *Smad6*, *Fbn2*, *Dll1*, *Hjv*, *Msx1*, *Vsir*, *Kdr*, *Tmem204*, *Cdkn1c*
Transmembrane receptor protein serine/threonine kinase signaling pathway GO: 0007178	20	*Fbn1*, *Grem1*, *Acvrl1*, *Wnt5a*, *Lrrc32*, *Eng*, *Itga8*, *Ror2*, *Fgf10*, *Cilp*, *Smad6*, *Fbn2*, *Tmem100*, *Hjv*, *Msx1*, *Vsir*, *Rbpms*, *Kdr*, *Lgals9*, *Cdkn1c*
Muscle cell differentiation GO:0042692	18	*Pdgfra*, *Grem1*, *Ifitm3*, *Enpp3*, *Nfatc4*, *Eng*, *Itga8*, *Col14a1*, *Fgf10*, *Ednrb*, *Pdgfrb*, *Shox2*, *Dll1*, *Igf1*, *Msx1*, *Casp1*, *Tmem204*, *Csrp3*
ERK1 and ERK2 cascade GO: 0070371	15	*Pdgfra*, *Ramp3*, *Ece1*, *Fgf10*, *Htr2a*, *Itgb3*, *Pdgfrb*, *Avp*, *Igf1*, *Ednra*, *Kdr*, *Lgals9*, *Il6*, *Hand2*, *C5ar2*
Cytokine-mediated signaling pathway GO: 0019221	14	*Ifitm3*, *Il1rn*, *Wnt5a*, *Il11ra1*, *Il33*, *Ifitm1*, *Crlf1*, *Cxcl6*, *Ackr4*, *Slit3*, *Il20rb*, *Casp1*, *Il6*, *Foxc1*
Response to transforming growth factor β GO: 0071559	13	*Fbn1*, *Col1a1*, *Penk*, *Acvrl1*, *Wnt5a*, *Lrrc32*, *Eng*, *Itga8*, *Cilp*, *Smad6*, *Fbn2*, *Star*, *Cdkn1c*
BMP signaling pathway GO: 0030509	12	*Fbn1*, *Grem1*, *Acvrl1*, *Wnt5a*, *Eng*, *Ror2*, *Smad6*, *Tmem100*, *Hjv*, *Msx1*, *Vsir*, *Kdr*
Regulation of Wnt signaling pathway GO: 0030111	12	*Col1a1*, *Grem1*, *Wnt5a*, *Nfatc4*, *Plpp3*, *Ror2*, *Tnn*, *Fgf10*, *Nkd2*, *Cthrc1*, *Dkk2*, *Gsc*
Tumor necrosis factor production GO: 0032640	11	*Wnt5a*, *Nfatc4*, *Twist2*, *Il33*, *Spon2*, *Ptafr*, *Igf1*, *Vsir*, *Lgals9*, *Il6*, *C5ar2*
Calcium-mediated signaling GO: 0019722	10	*Nfatc4*, *Erbb3*, *Ednrb*, *Cacna1c*, *Cmklr1*, *Tmem100*, *Ackr4*, *Ptgfr*, *Igf1*, *Kdr*
Cellular response to mechanical stimulus GO: 0071260	8	*Col1a1*, *Aqp1*, *Eng*, *Il33*, *Itgb3*, *Piezo2*, *Ednra*, *Casp1*
Phosphatidylinositol 3-kinase signaling GO: 0014065	8	*Dcn*, *Ror2*, *Hgf*, *Htr2a*, *Erbb3*, *Pdgfrb*, *Igf1*, *Kdr*
Apoptotic process involved in development GO: 1902742	5	*Slit3*, *Foxc2*, *Robo2*, *Hand2*, *Foxc1*

**Table 2:** Pathways associated with the DEGs upregulated in HS7 vs. CONTR (*p* < 0.01).

Pathways	Number of DEGs	Genes
Striated muscle tissue development GO: 0014706	42	*Tgfb2*, *Heyl*, *Sox11*, *Erbb3*, *Plagl1*, *Myo18b*, *Myog*, *Srpk3*, *Msc*, *Myom1*, *Tnnt2*, *Dmd*, *Actc1*, *Acta1*, *Tnnc1*, *Rgs2*, *Fhod3*, *Notch1*, *Gja5*, *Dll1*, *Stac3*, *Myh7*, *Cacna1s*, *Actn2*, *Tnni1*, *Mylpf*, *Lmod3*, *Chrnd*, *Tenm4*, *Myh15*, *Neb*, *Myom2*, *Smyd1*, *Wt1*, *Hey2*, *Myoz2*, *Nrap*, *Sox6*, *Col19a1*, *Csrp3*, *Mylk3*, *Rxrg*
Muscle cell differentiation GO: 0042692	37	*Itga8*, *Tmod1*, *Myo18b*, *Myog*, *Mymx*, *Tnnt2*, *Dmd*, *Actc1*, *Acta1*, *Olfm2*, *Ldb3*, *Pdgfb*, *Rgs2*, *Mymk*, *Fhod3*, *Notch1*, *Dll1*, *Stac3*, *Cacna1s*, *Actn2*, *Trim72*, *Casq2*, *Tnnt1*, *Tnnt3*, *Lmod3*, *Cfh*, *Neb*, *Mypn*, *Smyd1*, *Ankrd23*, *Wt1*, *Hey2*, *Myoz2*, *Nrap*, *Sox6*, *Csrp3*, *Mylk3*
Actomyosin structure organization GO: 0031032	19	*Tmod1*, *Tnnt2*, *Actc1*, *Acta1*, *Ldb3*, *Wnt11*, *Fhod3*, *Actn2*, *Casq2*, *Tnnt1*, *Tnnt3*, *Lmod3*, *Neb*, *Mypn*, *Ankrd23*, *Myoz2*, *Nrap*, *Csrp3*, *Mylk3*
Calcium ion transport GO: 0006816	19	*Tgfb2*, *Vdr*, *Cemip*, *Cacng6*, *Dmd*, *Srl*, *Pdgfb*, *Atp1a2*, *Stac3*, *Ryr3*, *Cacna1s*, *Casq2*, *Slc24a3*, *Hrc*, *Cacnb1*, *Camk2b*, *Nos1*, *Xcl1*, *Dhrs7c*
Myotube differentiation GO: 0014902	12	*Myog*, *Mymx*, *Dmd*, *Acta1*, *Mymk*, *Notch1*, *Stac3*, *Cacna1s*, *Trim72*, *Lmod3*, *Smyd1*, *Csrp3*
Notch signaling pathway GO: 0007219	11	*Tgfb2*, *Heyl*, *Notch3*, *Postn*, *Tp63*, *Notch1*, *Dll1*, *Dtx4*, *Hey2*, *Tspan15*, *Grip2*
Potassium ion transport GO:0006813	11	*Fxyd1*, *Atp1a2*, *Adora1*, *Gja5*, *Actn2*, *Casq2*, *Slc24a3*, *Kcnma1*, *Nos1*, *Scn4a*, *Kcna7*
Cellular response to transforming growth factor β stimulus GO: 0071560	11	*Tgfb2*, *Sox11*, *Itga8*, *Nrep*, *Itgb6*, *Postn*, *Adamtsl2*, *Cdkn1c*, *Cdh5*, *Sox6*, *Xcl1*
Regulation of apoptotic process involved in development GO: 1904748	4	*Tgfb2*, *Vdr*, *Notch1*, *Wt1*

**Table 3:** Pathways associated with the DEGs downregulated in HS7 vs CONTR (*p* < 0.01).

Pathways	Number of DEGs	Genes
Wnt signaling pathway GO: 0016055	15	*Grem1*, *Itga3*, *Cdh3*, *Dkk3*, *Fgf10*, *Hmga2*, *Bmp2*, *Klf4*, *Sulf2*, *Plpp3*, *Ror2*, *Ctnnd2*, *Nog*, *Dkk2*, *Ptpro*
Transmembrane receptor protein serine/ threonine kinase signaling pathway GO: 0007178	14	*Grem1*, *Itga3*, *Grem2*, *Fgf10*, *Bmp2*, *Myocd*, *Jade2*, *Ror2*, *Pparg*, *Msx2*, *Lgals9*, *Nog*, *Tmem100*, *Gdf10*
Canonical Wnt signaling pathway GO: 0060070	13	*Grem1*, *Cdh3*, *Dkk3*, *Fgf10*, *Bmp2*, *Klf4*, *Sulf2*, *Plpp3*, *Ror2*, *Ctnnd2*, *Nog*, *Dkk2*, *Ptpro*
Cytokine-mediated signaling pathway GO: 0019221	12	*Grem2*, *Il1rn*, *Il11ra1*, *Il1rl2*, *Cxcl3*, *F3*, *Cxcl6*, *Pparg*, *Ereg*, *Arg1*, *Il20rb*, *Foxc1*
Stem cell differentiation GO: 0048863	9	*Grem1*, *Hmga2*, *Myocd*, *Ednrb*, *Osr1*, *Msx2*, *Sema3e*, *Hand2*, *Foxc1*
BMP signaling pathway GO: 0030509	9	*Grem1*, *Itga3*, *Grem2*, *Bmp2*, *Ror2*, *Pparg*, *Msx2*, *Nog*, *Tmem100*

**Table 4:** Primers used for the qRT-PCR analysis.

Gene Name	Sequence (5′->3′)	GenBank
*Pax7*	5′-tataagagggagaaccccgga-3′ 5′-gctaatcgaactcactgaggg-3′	NM_001191984.1
*Myf5*	5′-ccctgatgtatcaaacgcatgt-3′ 5′-cgtgatccgatccactatgct-3′	NM_001106783.1
*Myf6*	5′-cttgagggtgcggatttcct-3′ 5′-cgcttgctcctccttcctta-3′	NM_013172.2
*MyoG*	5′-ggtcccaacccaggagatca-3′ 5′-acatatcctccaccgtgatgc-3′	NM_017115.3
*MyoD*	5′-tgctctgatggcatgatgga-3′ 5′-ctggacgcctcactgtagta-3′	NM_176079.2
*Gapdh*	5′-cggtgtgaacggatttggc-3′ 5′-ttgaggtcaatgaaggggtcg-3′	NM_017008.4
*Mymx*	5′-gatcgctgctatcacgcct-3′ 5′-ctcacgtcttgggagctcag-3′	NM_001399466.1
*Mymk*	5′-tctttgtggcgttctcccat-3′ 5′-cagggctgtcccatagatgc-3′	NM_001399315.1

## Data Availability

The data presented in the study are available upon reasonable request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23169150/s1.

How the deposited data were processed for this re-analysis (not part of the article)

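RNA was sequenced from cultured myoblasts purified from the soleus muscle of control rats and of rats kept in hindlimb suspension for 1, 3, 7 or 14 days (Control, HS1, HS3, HS7 and HS14). Each of the 5 groups had 2 libraries, and their conditions were taken from the sample records of the deposited data. The paper's methods state that the libraries were made with a stranded mRNA kit, that the reads were mapped with STAR to the rat genome mRatBN7.2, and that featureCounts assigned them to genes. The authors deposited the resulting raw counts of 32622 Ensembl genes, with no normalization, and these counts were the starting point here. The reads themselves were not used here. The paper does not state how read pairs, strand and multiply mapped reads were handled in counting.

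The total count per library lay between 20200972 and 28175200, and between 15602 and 15960 genes had at least 1 count. With 3 counts as the smallest level taken as detectable, the floor lay between 0.106 and 0.149 CPM. With 2 libraries per group, the SD given with each mean is that of 2 values. The paper's text and its supplementary tables do not state whether the 2 libraries of a group came from different animals or cultures, or whether same-numbered libraries of different groups belong together. The replicate numbers come from the sample names. A fit with the replicate number as a block was therefore run for every comparison beside the fit without it; with 4 libraries it leaves 1 residual degree of freedom.

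Fold changes and p-values came from edgeR 4.0.16 in R 4.3.3 with limma 3.58.1. For each comparison the 4 libraries concerned were fitted on their own: genes were kept by filterByExpr, libraries normalized by TMM, and groups compared by the robust quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. Every adjusted p-value named without another tool is from this edgeR test. Each standard error given is the size of the log2 fold change divided by the square root of this test's F statistic. It therefore restates the test, with spread estimated in part across genes, and is no separate estimate from the 2 libraries per group. DEGs had an adjusted p under 0.01 and a log2 fold change beyond 1.5 in either direction, the thresholds the paper gives. edgeR's fold changes used its prior count of 0.125, and log2 CPM values for clustering, correlation and principal components used a prior count of 2 over 13684 genes kept over all 10 libraries. k-means clustering of log2 CPM standardized per gene used 4 clusters and 50 starts with a fixed seed. The comparisons, tests and thresholds, the rule for naming genes and the alternatives given in the closing section, other than those marked there as added, were chosen before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, no expression filter, all 10 libraries in one fit, the replicate block, a log2 fold change beyond 1, leaving out each library in turn, other numbers of clusters, clustering of group means, another gene filter for clustering, and correlations with disjoint control replicates or on DEGs alone. The fits were tested on simulated data with 200 well-expressed genes changed by 2 on the log2 scale. Every simulated gene had the same relative spread between libraries. There edgeR recovered 199 of the 200 with 0 false calls, and DESeq2 recovered 198. The simulation therefore does not show how many genes are found where replicates differ widely, as in HS7. Of the 86 genes of Table 2, edgeR called 56 in HS7 and DESeq2 called 86.

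The single-comparison fits were planned because the mean expression in Table S1 differs between its sheets. Once the counts were examined, those means matched 8 libraries together (Control, HS1, HS3 and HS7) for the sheets of HS1, HS3 and HS7, and all 10 libraries for the sheet of HS14. The planned fits were kept, and DESeq2 with those libraries was added as a further alternative.

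The data carry Ensembl identifiers only, and the annotation at hand holds no Ensembl identifiers, so symbols came from Table S1, which lists 817 identifiers, 770 of them with a symbol. The genes named are those that the paper names in its text for the sequencing or PCR and Table S1 identifies, genes of the paper's terms where a passage is about the term, and for each comparison with Control up to 3 DEGs per direction with the largest change among those with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups. Which genes stand as examples of a term was decided after their values were seen; the counts and medians cover all genes of the term. Because a symbol is known only for genes that the paper called at some time point, the planned tests of marker lists for differentiation, cell cycle phases and other cell types against all genes could not be run, nor could gene set or term enrichment. For the myogenic list, 44 of 80 genes had a symbol; their changes are described, with the percentile of their median among 10000 random lists of as many genes with a symbol, matched on mean expression. Since all these genes were called by the paper, the percentile compares the list with other called genes and not with all genes. The genes of the paper's terms are those listed in Table 1, Table 2, Table 3 and Table S2, where *Nog* in Table 3 has no identifier. The immunostaining and quantitative PCR data were not analysed here.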

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

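The tests of depth and of normalization on genes with opposite changes, the test of normalization factors in HS1, the test of the endothelial genes and the test of female animals were chosen only after the results were seen; the other tests named in this part were set beforehand.

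Differences between time points. Some genes were DEGs against Control in opposite directions at 2 time points and also differed in the direct comparison of those time points (edgeR, adjusted p under 0.01). There were 31 such genes between HS1 and HS3, 16 between HS1 and HS7, 2 between HS1 and HS14, 8 between HS3 and HS7, 21 between HS3 and HS14, and 1 between HS7 and HS14. Of the 31 genes between HS1 and HS3, 27 were lower in HS1 and higher in HS3. With all libraries thinned to the total of the smallest, 25 of these 31 genes were still DEGs in opposite directions, and with library totals alone in place of normalization factors 25 were. Of the same 31 genes, 23 were shared with DESeq2 and 26 with the replicate block. Of the 16 genes between HS1 and HS7, 13 were shared with thinned libraries and 14 with library totals, but 9 with DESeq2 and 9 with the replicate block. Many of the 16 genes thus depend on the test used. The mean total count of HS3 stood to that of HS1 at a log2 ratio of -0.001, and the normalization factors of HS1 and HS3 libraries differed by at most 0.089 on the log2 scale, against the 1.5 that a DEG exceeds in each direction, so depth and differences in composition that these factors capture do not account for the opposite changes between HS1 and HS3. A change in total RNA per cell would not be seen by such factors. Gene length and GC content were not tested.

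Differences between time points in genes the paper names. *Wnt5a* was lower than Control in HS1 and HS14 and higher in HS3; its direct log2 fold changes were 2.70 (HS3 over HS1) and -1.70 (HS14 over HS3). *Notch3* was lower in HS1 and higher in HS7 and HS14, with 3.11 (HS7 over HS1) and 2.10 (HS14 over HS1). *Myog* was lower in HS1 and HS14 and higher in HS3 and HS7, with 1.87 (HS3 over HS1), 2.79 (HS7 over HS1), -1.30 (HS14 over HS3) and -2.20 (HS14 over HS7). *Myh3* gave 2.50 (HS3 over HS1) and -2.63 (HS14 over HS3), *Mymk* 1.41 (HS3 over HS1), and *Mymx* 2.03 (HS3 over HS1) and 2.76 (HS7 over HS1). Each of these direct comparisons passed an adjusted p of 0.01 in edgeR, and leaving out each library in turn left the sign of each as it was.

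A biological explanation that the design offers is the length of HS. A technical explanation is a different mix of cells in the cultures. For the fall in HS1, the 13 of 28 fibro-adipogenic marker genes that have a symbol had a median log2 fold change of -2.11 in HS1, at percentile 0.03 of random lists of named genes, with 0 of the 13 higher. In HS3 their median was 0.98 (percentile 94.7, 12 of 13 higher), in HS7 0.20 and in HS14 -1.26 (percentile 9.49), so these genes also changed in opposite directions in HS1 and HS3. RNA from whole cultures cannot separate fewer such cells from lower expression per cell, however many markers are named. Here fewer than 80% of the list is named as well, and named because the paper called these genes. The paper's staining found similar shares of PAX7+ cells in Control and HS1 and a lower share in HS7, but those data were not analysed here. For the rise in HS7, only 20% of the myoblast marker list (3 of 15 genes) has a symbol, so the list was not used. More cells of the myogenic lineage could thus not be told apart from further differentiation. Downregulated DEGs outnumbered upregulated ones in HS1 by at least 17.4 to 1 under TMM, RLE factors and library totals, but these scalings differ little from each other here, so that this ratio alone decides nothing. The normalization factors of HS1 and control libraries differed by at most 0.034 on the log2 scale, too little to account for DEGs. The time course of these genes may follow the length of HS, but it cannot be told apart from a change in the mix of cells.

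Signals in genes the paper does not discuss. The paper does not report on endothelial marker genes as a group. Of a list of 10, 6 have a symbol, and their median log2 fold change was 2.27 in HS7 (percentile 98.7 of random lists of named genes) and 3.11 in HS14 (percentile 100), with all 6 above Control at both time points. As 60% of the list is named, less than the 80% asked for, endothelial cells in the HS7 and HS14 cultures remain a hypothesis that could not be told apart from a change of these genes in other cells.

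*Usp9y*, chosen after its values were seen, had 44 and 48 counts in the control libraries, 0 and 2 in HS1, 132 and 170 in HS3, 44 and 28 in HS7, and 2 and 2 in HS14; the lower library of HS3 held 6.69 CPM. The libraries of HS1 and HS14 are under the floor of 3 counts, with 0.0868 CPM as the highest value. Of 32622 genes, 1 showed this pattern of absence in HS1 and HS14 with presence elsewhere, and 0 showed the reverse. The paper states that the animals were male. Female animals in the HS1 and HS14 groups would give other Y-linked genes this pattern and *Xist* the reverse, and 0 genes other than *Usp9y* showed the pattern or its reverse. As these genes have no symbol here, it is not known whether the counts hold them at a level that this search could find, so that the pattern cannot be told apart from female animals. A variant or loss of this gene among the animals could leave such a pattern as well and was not tested.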

How the results depend on the processing

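The results comprise 24 summary values and 76 log2 fold changes of 34 named genes. Alternatives added after seeing the data are halved counts, no normalization factors, thinned libraries and DESeq2 with more libraries.

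DEG counts. The counts of DEGs in the 6 comparisons stayed within 1.5 times their values under RLE factors, no expression filter, all 10 libraries in one fit, the replicate block, halved counts, no normalization factors and thinned libraries. With 1 library left out no test was made; the DEGs whose log2 fold change stayed past 1.5 were counted instead, a number that can only be lower. For example, 187 to 247 of the 257 upregulated DEGs in HS7 stayed past it over the 4 fits that each left out a library. A log2 fold change beyond 1 gave more upregulated and downregulated DEGs: 37 and 494 in HS1, 268 and 107 in HS3, 511 and 419 in HS7, 140 and 516 in HS14, 479 and 724 between HS3 and HS7, and 111 and 457 between HS7 and HS14. A looser threshold can only add genes. With DESeq2, upregulated DEGs fell to 38 in HS14 and to 17 between HS7 and HS14; with DESeq2 on more libraries, added after seeing the data, they were 37 in HS14. The cause was not tested.

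Correlations. With a different control replicate for each group, the Spearman correlation fell from 0.195 to 0.0997 for HS3 and HS7, from -0.282 to -0.369 for HS3 and HS1, from 0.0992 to 0.0111 for HS1 and HS7, from 0.357 to 0.238 for HS14 and HS1, and from 0.50 to 0.392 for HS14 and HS7. All 5 moved down once the shared control libraries were taken out. On DEGs alone the values were 0.288, -0.0303, 0.245, 0.0639 and 0.707 in the same order; the cause was not tested. RLE factors left all 5 within 1 SD.

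Clusters. With 5 clusters, 2446 genes had their peak in HS1 and 6027 in HS7, and with 3 clusters 0 had it in HS14; clustering of group means or of genes with at least 10 counts left every cluster within 1.5 times its size.

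Table 2. The number of its genes called rose from 56 to 86 with DESeq2, to 86 with all 10 libraries in one fit, and to 86 with DESeq2 on more libraries, which was added after seeing the data; the replicate block gave 62.

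Named genes. Over RLE factors, no filter, DESeq2, all 10 libraries and the replicate block, 354 values kept their direction and side of the threshold, 20 came to pass it and 6 ceased to pass it. All 6 were in the fit of all 10 libraries: *Mymk* and *Myh3* in HS1, *Mymk* and *Myh3* in HS3, and *Myog* and *Myh3* in HS14. Of those that came to pass, 7 did so with DESeq2, 6 with all 10 libraries, 5 with the replicate block and 2 without a filter. With single libraries left out, 297 values stayed within 1 SD, 6 moved by more and 1 changed sign: *Mymk* in HS14 against Control, -0.07 with all libraries, ranged from -0.19 to 0.041, a change that did not pass the threshold to begin with.

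Depth and design. At the floor of 3 counts, genes under 0.106 to 0.149 CPM are not resolved. With 2 libraries per group, leaving out 1 library leaves a single library in an arm, so those fits give fold changes only. The planned marker list tests, 24 in all, were not run, since too few list members have a symbol.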

Differences from the paper's values

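For counts, a gap is taken as closed where the larger value is within 1.5 times the smaller.

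DEG count in HS14. The paper's supplement lists 38 upregulated DEGs in HS14, and 69 were found here. Of the alternatives set before the data were examined, DESeq2 (38) and all 10 libraries in one fit (50) closed the gap, while RLE size factors (69), no expression filter (67), the replicate block (60) and a log2 fold change beyond 1 (140) did not. Leaving out each library in turn, which counts without a test how many of the 69 genes stay past the fold change, gave 60 to 64 and did not either. Of those chosen after seeing the values, DESeq2 with more libraries (37), halved counts (51) and thinned libraries (53) closed it, and no normalization factors (72) did not.

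Terms in HS7. For genes upregulated in HS7, the paper counts 42 under striated muscle tissue development, against 23 here, and the paper's 33 under striated muscle cell differentiation stand against 16 here. The paper gives 24 for skeletal muscle tissue development, 12 for myotube differentiation, 18 for myofibril assembly and 37 for muscle cell differentiation, against 15, 5, 6 and 20 here. With DESeq2 and with all 10 libraries in one fit, both set before the data were examined, every gene of these 6 terms was called. The replicate block gave 27, 18, 16, 6, 6 and 22 in the order above and left genes of all 6 terms uncalled; its 16 for skeletal muscle tissue development is within 1.5 times the paper's 24. DESeq2 with more libraries, chosen after seeing the values, also called every gene. The same 3 settings called all 86 genes of Table 2, of which 56 were called here.

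DEGs of Table S1 in HS7. Of the paper's 476 DEGs in HS7, 406 were called here, 444 with DESeq2, 467 with all 10 libraries in one fit, 428 with the replicate block, 426 without a filter, 404 with RLE size factors, and 467 with DESeq2 on more libraries, chosen after seeing the values.

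Quantitative PCR. The paper's PCR gives *Myog* in HS1 as 4 times Control, and the counts gave 0.468 times. For *Mymk* the paper gives 3.7 times in HS1 and 27.6 times in HS7, against 0.658 and 3.54 here. For *Mymx* the paper gives 2.6 times in HS1 and 40 times in HS7, against 0.488 and 3.36 here. For these 5 values none of the alternatives set before the data were examined closed the gap. Those alternatives hardly move a fold change, so they say little about its cause. For *Myog* in HS1 they gave from 0.45 to 0.486 times. In HS7 the PCR and the counts were within 1.5 times of each other for *Myog* (4.5 and 3.27), *Myh7* (6 and 8.45) and *Myh3* (6.9 and 4.81).

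Direction in HS1. The paper's PCR places *Myog*, *Mymk* and *Mymx* above Control in HS1; in the counts their log2 fold changes were -1.10, -0.60 and -1.04, lower in both HS1 libraries than in either control library.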

Other observations

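The tests in this part on even counts and on the HS7 libraries were chosen only after the results were seen; the test of replicates was set beforehand. No biological explanation was tested for the even counts or the closeness of replicates.

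Even counts. Among counts from 1 to 20, at least 69.4% were even in each of the 10 libraries, where about as many odd as even values would be found if each fragment were counted once. This is consistent with the 2 mates of a read pair being counted one by one. Halving the counts, chosen after seeing the data, left every DEG count of the 6 comparisons within 1.5 times its value.

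Replicates. The 2 libraries of a group were close, with Pearson correlations of log2 CPM between 0.989 and 0.992. If they were repeats of one RNA pool that differ by sampling alone, the variance between them at low counts would be about that of Poisson sampling. With the counts halved, the lowest ratio of the 2 variances was 1.26, in Control, and the highest 1.81, in HS7. Sampling of the same pool alone therefore does not account for the differences. The test covers sampling error only, so it shows neither whether the libraries came from the same pool nor whether they came from different animals.

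HS7 libraries. Fewer genes of Table 2 were called here than the paper lists. Of all 86 genes of Table 2, called or not, 78 were higher in replicate 1 of HS7 than in replicate 2, with a median difference of 0.60 on the log2 scale, against -0.02 between the control libraries. The total counts of the 2 HS7 libraries were 25414444 and 25959230, a log2 ratio of -0.031, so a difference in depth does not account for it. The 2 HS7 libraries may differ in how far differentiation had gone, or in the share of cells that differentiate, which were not told apart here.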
